# TrmB Family Transcription Factor as a Thiol-Based Regulator of Oxidative Stress Response

**DOI:** 10.1128/mbio.00633-22

**Published:** 2022-07-20

**Authors:** Paula Mondragon, Sungmin Hwang, Lakshmi Kasirajan, Rebecca Oyetoro, Angelina Nasthas, Emily Winters, Ricardo L. Couto-Rodriguez, Amy Schmid, Julie A. Maupin-Furlow

**Keywords:** archaea, DNA binding, TrmB family, oxidative stress, redox switch, systems biology, thiol chemistry, transcription factors

## Abstract

Oxidative stress causes cellular damage, including DNA mutations, protein dysfunction, and loss of membrane integrity. Here, we discovered that a TrmB (transcription regulator of *mal* operon) family protein (Pfam PF01978) composed of a single winged-helix DNA binding domain (InterPro IPR002831) can function as thiol-based transcriptional regulator of oxidative stress response. Using the archaeon Haloferax volcanii as a model system, we demonstrate that the TrmB-like OxsR is important for recovery of cells from hypochlorite stress. OxsR is shown to bind specific regions of genomic DNA, particularly during hypochlorite stress. OxsR-bound intergenic regions were found proximal to oxidative stress operons, including genes associated with thiol relay and low molecular weight thiol biosynthesis. Further analysis of a subset of these sites revealed OxsR to function during hypochlorite stress as a transcriptional activator and repressor. OxsR was shown to require a conserved cysteine (C24) for function and to use a CG-rich motif upstream of conserved BRE/TATA box promoter elements for transcriptional activation. Protein modeling suggested the C24 is located at a homodimer interface formed by antiparallel α helices, and that oxidation of this cysteine would result in the formation of an intersubunit disulfide bond. This covalent linkage may promote stabilization of an OxsR homodimer with the enhanced DNA binding properties observed in the presence of hypochlorite stress. The phylogenetic distribution TrmB family proteins, like OxsR, that have a single winged-helix DNA binding domain and conserved cysteine residue suggests this type of redox signaling mechanism is widespread in Archaea.

## INTRODUCTION

Oxidative stress can be exceedingly damaging to cells. Once the levels of reactive species overwhelm the antioxidant capacity of cells, lipid peroxidation, protein denaturation, DNA hydroxylation, and other damaging effects occur that impair cellular viability (1). To survive these challenges, cells must sense and respond to oxidant challenge, shifts in redox balance, and the damage encountered due to oxidative stress. Transcription factors (TFs) that sense and respond to reactive species are found to mediate global changes in gene expression to remedy the damage (2, 3). These TFs often have metalloclusters, cofactors, or residues (cysteine, histidine, or methionine) that are sensitive to oxidant and serve as “redox switches” (4, 5). These switches can turn TF function on or off in coordinating gene coexpression networks associated with electron flow, antioxidant systems, and other pathways (6–8).

Archaea have an array of metabolic strategies and physiological adaptations that enable them to sense and respond to extreme environments. TFs are central to sensing and responding to environmental cues and in relaying this signal to coordinate gene-expression networks. Thus, TFs are anticipated to be important in facilitating the ability of archaea to respond and thrive in extreme environments including exposure to reactive species (9, 10). TFs with redox switches are diverse and widespread in bacteria and likely to function in archaea to sense oxidant rich conditions. Archaea, while distinct from bacteria in their use a eukaryotic-like basal transcription machinery, have TFs that are often related to bacteria (9, 10). This similarity in TFs is due to their evolution which includes shared ancestral proteins and interdomain horizontal gene transfer events between archaea and bacteria. Thus, it is surprising that the bacterial TFs, such as OhrR (11–13), SarA/MgrA (14), PerR (15), HypR (16), YodB (17), QsrR (18), MosR (19), SarZ (20), OxyR (21–23), SoxR (24, 25), and FNR (26), that use redox switches to mediate global alterations of transcriptional networks, are not readily identified in archaea.

The two TFs that have been identified in archaea to use redox switches are from the ArsR family, MsvR (MTH_1349) and SurR (PF0095). ArsR proteins usually control metal transporters and respond to metal ions (9). However, the archaeal MsvR and SurR can sense redox state through the oxidation of key cysteine residues which results in reduced DNA binding activity (9). SurR responds to elemental sulfur (S^0^), an electron acceptor in the *Thermococcales*, leading to the inactivation of gene expression associated with H_2_ production and the derepression of genes needed for S^0^ metabolism (27–30). MsvR responds to oxidation resulting in the derepression of the transcription of itself and an adjacent operon implicated in the oxidative stress response (31–33). MsvR appears exclusive to methanogens, while SurR clusters to the Archaeal Clusters of Orthologous Gene (arCOG) group arCOG01684 (34), suggesting its general function is more widespread.

TrmB (transcription regulator of *mal* operon) family TFs, though not yet correlated with redox stress, are widespread in archaea and found in bacteria (9, 35). TrmB family proteins appear to have undergone an evolutionary expansion in archaea after divergence from bacteria, with homologs accounting for 12% of the total number of TFs in archaea compared with 0.5% in bacteria (9). TrmB family TFs have an N-terminal DNA binding domain that is sometimes fused to a C-terminal ligand sensing domain. The ligands that bind to the C-terminal domain can be sugars or other molecular factors. TrmB family TFs with these two domains (the N-terminal DNA binding domain and C-terminal ligand sensing domain) typically function as global transcriptional activators and/or repressors of sugar transport and metabolism including glycolysis, gluconeogenesis, the TCA cycle, amino acid metabolism, methanogenesis, and autotrophic pathways (36–46). TrmB homologs with the single DNA binding domain, while less characterized, appear to function differently than their two-domain counterparts. This variation is exemplified by TrmBL2 (TrmB-like protein 2), an abundant DNA binding protein of the *Thermococcales* that clusters to arCOG02037. TrmBL2 functions as a global transcriptional repressor and a chromatin binding protein that can rearrange genomic DNA from a conventional histone-bound “beads-on-a-string” architecture to a thick fibrous structure (34). Compared with other TrmB family proteins, TrmBL2 has an expanded function as it can bind single-stranded and double-stranded DNA (47).

Identification of TFs and other global regulatory systems used by archaea to sense and respond to reactive species is imperative to provide new insights into hypertolerance mechanisms. Haloarchaea provide a useful resource for this discovery as they inhabit some of the saltiest places on Earth, including hypersaline lakes, marine salterns, and brine inclusions, which are high in reactive species (48, 49). Compared with most organisms, haloarchaea display an order of magnitude higher tolerance to oxidant rich conditions, which is likely associated with their adaptation to these hypersaline ecosystems (50, 51). Haloarchaea employ an unusual “high-salt-in” strategy in which molar concentrations of potassium and chloride are accumulated intracellularly to maintain osmoprotection and cellular homeostasis (52–55). These high concentrations of chloride promote the generation of reactive chloride species (RCS), reactive oxygen species (ROS), and other stressful agents (56–58). High levels of reactive species are also generated in hypersaline habitats through common cycles of desiccation-rehydration and intense UV radiation (56, 57, 59). Surprisingly, haloarchaea thrive under these conditions and are often the last remaining communities when the salt concentrations reach saturation (60).

Regulators of oxidative stress responses are identified in haloarchaea; however, the mechanisms of how these regulators sense oxidant remains to be determined. Included among these factors are RosR (VNG0258H) and SHOxi. RosR, a PadR-type TF with a winged helix-turn-helix (wHTH) domain, is required for gene expression dynamics during extreme oxidative stress in *Halobacterium* sp. NRC-1 (61–63). RosR homologs cluster to the arCOG00006 group and are found widespread among haloarchaea suggesting a common mechanism, yet the residues that may directly sense oxidant are not readily identifiable. SHOxi is a small noncoding RNA in Haloferax volcanii that impacts redox balance by destabilizing malic enzyme mRNA and, thus, decreasing the ratio of NAD^+^/NADH (64). SHOxi is upregulated during oxidative stress, suggesting other factors serve upstream of this response to sense the redox status of cells.

Here, we discover that TrmB family proteins can function as TFs that sense redox status and facilitate the recovery of cells from hypochlorite stress. Using Haloferax volcanii as a model system, we targeted the TrmB family protein HVO_2970 of arCOG02242 for study, as it undergoes a several-fold increase in protein abundance after exposure of cells to hypochlorite stress as determined by stable isotope labeling of amino acids in cell culture (SILAC)-based proteomic analysis (65). Here, we reveal HVO_2970 is a thiol-based TF required for recovery of cells from hypochlorite stress and, thus, it is named OxsR, for oxidative stress responsive regulator. By coupling chromatin immunoprecipitation sequencing (ChIP-seq) and quantitative real-time PCR (qRT-PCR) analyses, we demonstrate that OxsR regulates the expression of genes associated with thiol relay, low molecular weight thiol synthesis, and other related functions during hypochlorite stress. OxsR functions as a transcriptional activator and repressor, with these distinctions found to correlate with the presence and positioning of a CG-rich motif relative to the BRE/TATA box promoter consensus sequence. By site-directed mutagenesis, a cysteine residue (C24) oriented at a predicted homodimer interface was demonstrated to be important for OxsR function. This cysteine residue was conserved among TrmB-like single DNA binding domain proteins from diverse archaeal phyla suggesting this type of redox signaling mechanism is widespread and represents a new type of thiol-based TF.

## RESULTS

### OxsR phylogenetic distribution.

OxsR is member of the TrmB family (Pfam PF01978). Like most archaea, H. volcanii encodes multiple TrmB family proteins with all 13 harboring an N-terminal DNA binding domain (IPR002831) classified to the winged helix-turn-helix (wHTH) superfamily (IPR036388) (Fig. 1A). However, only five of these proteins are fused to a C-terminal ligand sensing domain (IPR021586). The remaining eight proteins have a single DNA binding domain including the smallest member of this group: OxsR (123 aa, 14 kDa). Such single-domain TrmB family proteins are widespread among archaeal phyla yet poorly understood in function, while two-domain TrmB homologs with a C-terminal ligand binding domain are more commonly studied but not as widely distributed (Fig. 1B). Within the TrmB family, OxsR is classified to the archaeal cluster of orthologous genes arCOG02242 (66) and by BLASTP comparison is related to homologs of the *Euryarchaeota*, *Crenarchaeota*, and *Asgard* archaea (Fig. 1B). OxsR does not share close relationship to bacterial members of the TrmB family, which are less common than those of archaea (9). Overall, OxsR is a TrmB family protein that has a single wHTH domain and appears conserved in diverse archaeal phyla.

**FIG 1:**
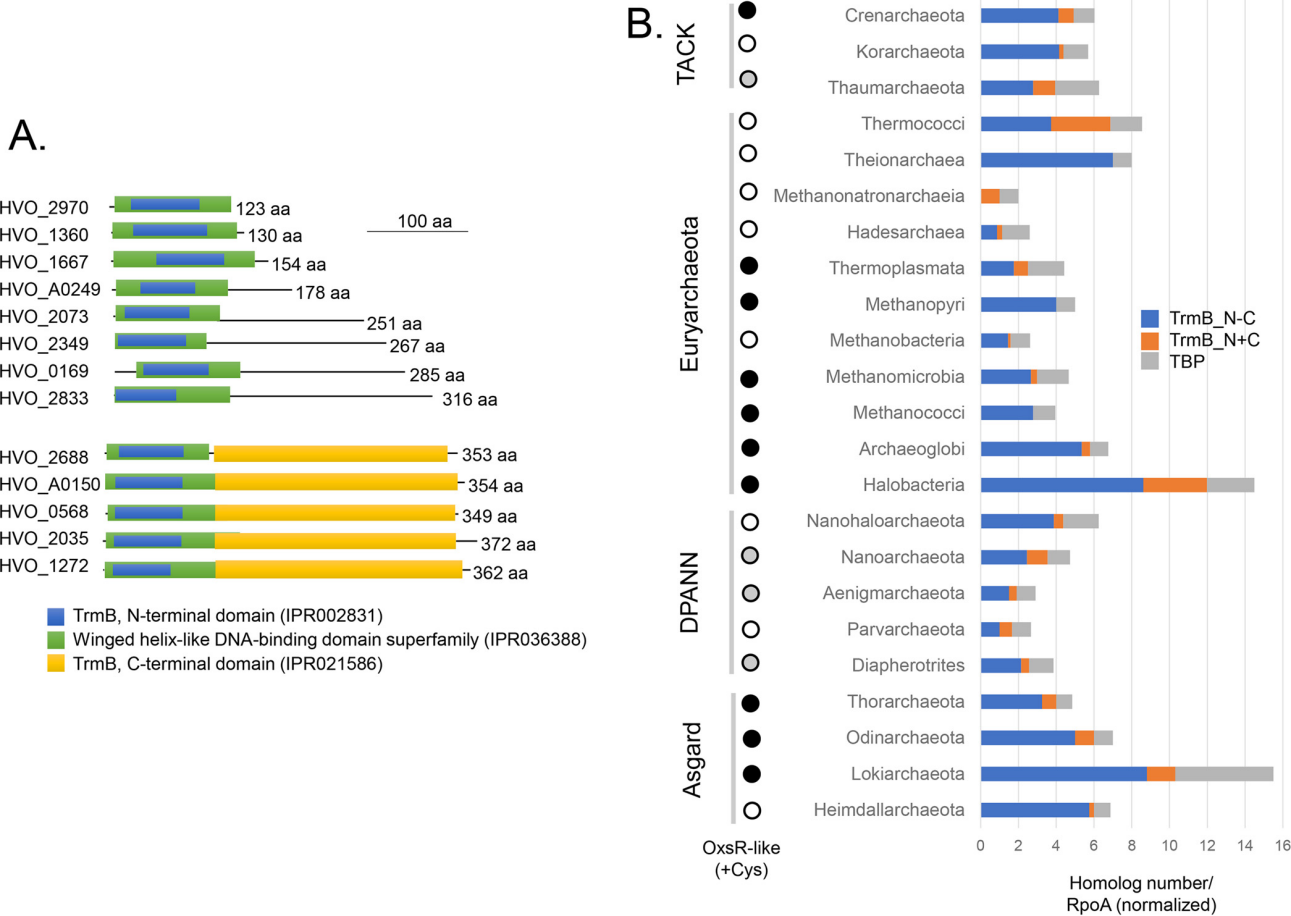
Haloferax volcanii OxsR (HVO_2970) is a member of the TrmB family and is conserved across multiple phyla of *Archaea*. (A) Two major types of TrmB family members observed. H. volcanii TrmB family proteins with: (i) a winged helix-turn-helix (wHTH) DNA binding domain (green and blue; OxsR is of this type); and (ii) an N-terminal wHTH DNA binding domain and C-terminal ligand (sugar) binding domain (yellow). (B) Distribution of OxsR and TrmB family homologs among archaea. TrmB family proteins with only an N-terminal DNA binding domain (IPR002831) (blue bar), TrmB proteins with an N-terminal DNA binding domain and C-terminal ligand sensing domain (IPR021586) (orange bar), and TATA binding proteins (TBPs, IPR000814) (gray bar) are compared as ratios of UniProt hits per RNA polymerase alpha subunit (RpoA, IPR000722) to account for differences in genome sequence availability among the phyla. Among the archaea, TrmB homologs with a C-terminal ligand sensing domain were not detected in *Methanopyri*, *Methanococci*, and *Theionarchaea*. Archaea with cysteine-containing OxsR homologs are indicated by black and gray circles (with gray indicating that many archaea within this group do not contain OxsR homologs).

### OxsR is important for recovery of H. volcanii from hypochlorite stress.

To examine the biological role of OxsR, the following strains were constructed. The *oxsR* gene was deleted from the H. volcanii H26 (parent) genome using a markerless approach (Fig. S1; Data set S1). The resulting *ΔoxsR* mutant was subsequently transformed with plasmids carrying the *oxsR* gene and the empty vector control. A strain was also generated for pulldown assays by integration on the genome of a hemagglutinin (HA) coding sequence onto the 3′ end of *oxsR*. The *oxsR*-HA integrant strain was further modified to include a C24A mutation as discussed in a later section. An *ΔoxsR* mutant carrying a plasmid for expression of *oxsR* with a C-terminal StrepII tag was also generated to purify OxsR in high salt buffers for biochemical assays. The strains constructed in this manner were subsequently examined for recovery from hypochlorite stress (Fig. 2A). All strains were found to be of comparable growth when cultured under standard conditions in glycerol minimal medium (GMM) (Fig. 2A). By contrast, differences in strain recovery were seen when cells were treated with hypochlorite (Fig. 2A and B). While the parent and *oxsR-HA* integrant were found to fully recover from hypochlorite stress after an 88 ± 8-h lag, the *ΔoxsR* mutant displayed either no growth (curve 1, 14 replicates) or recovered after an extended lag (117 ± 23 h) (curve 2, 4 replicates). The *ΔoxsR* replicates of curve 1 were no longer viable after hypochlorite stress as determined by subculturing to fresh GMM (with no added NaOCl) (Fig. 2B) as well as analysis by plate count in which growth of the mutant was undetectable while the parent and *oxsR-HA* integrant were detected at 1.0 to 1.3 × 10^7^ CFU/mL. The *ΔoxsR* replicates of curve 2 that displayed an extended lag were viable, but did not recover after exposure to a second dose of hypochlorite suggesting the observed phenotype was not due to a suppressor mutation (Fig. 2B). Further analysis by PCR revealed the *ΔoxsR* replicates from curves 1 and 2 retained the markerless deletion of the *oxsR* gene (Fig. 2C), consistent with whole-genome resequencing analysis which demonstrated *oxsR* to be deleted from all genomic copies (Fig. 2D; Data set S1). When performing complementation assays, the *ΔoxsR* mutant was found to be uniformly hypersensitive to hypochlorite in the presence of the empty vector, suggesting that the plasmid posed an extra burden to the cells under these conditions (Fig. 2A). Expression of the *oxsR* gene from this multicopy plasmid with or without a C-terminal StrepII tag facilitated the recovery of the *ΔoxsR* mutant from hypochlorite stress to parental levels (Fig. 2A). This finding suggests that the second site point mutation observed in the *ΔoxsR* genome sequence (noncoding intergenic G > A mutation between *hvo_RS01570* and *hvo_RS01575*; Data set S1) was not the source of the observed hypochlorite recovery defect of *ΔoxsR*. Based on these results, OxsR is important for the recovery of H. volcanii from hypochlorite stress. Furthermore, the minimal effect of the C-terminal HA and StrepII tags on OxsR function during hypochlorite stress indicated these constructs could be used for downstream immunoprecipitation and purification assays.

**FIG 2:**
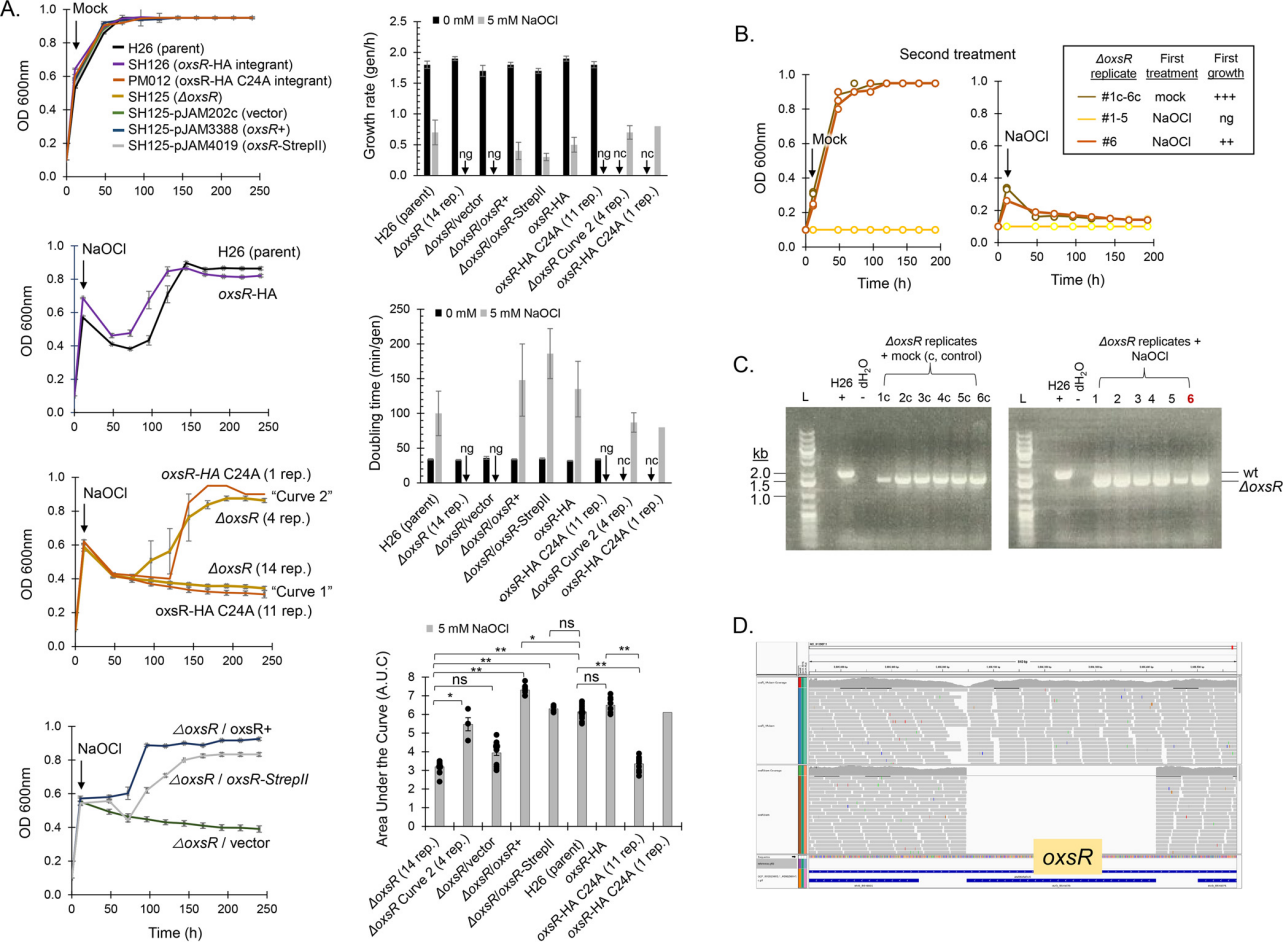
OxsR facilitates recovery of H. volcanii from hypochlorite stress. (A) *S*trains grown in glycerol minimal medium (GMM) to log-phase (11 h, OD600 nm, 0.5 to 0.6) were treated with a mock control or NaOCl (5 mM), as indicated. Growth rates, doubling times, and area under the curve (AUC) analysis based on the trapezoidal rule were determined as indicated. nc, not calculated. ng, no growth detected. Bars represent the average for each factor with error bars representing standard deviation. Significant differences (**, *P*-value ≤ 0.001; *, *P*-value ≤ 0.05) were determined for AUC by the student two-tailed *t* test. ns, not significant. F-test revealed all variances to be equal across the samples where the means were compared. Growth curves were determined based on individual replicates for each strain type: H26, SH125, and SH125-pJAM202c (*n* = 18 total); SH126, PM012, and SH125-pJAM3388 (*n* = 12 total) and SH125-pJAM4019 (*n* = 6 total). Colored curves represent the average growth for the replicates with exception of the *ΔoxsR* mutant and *oxsR*-HA C24A integrant strains treated with 5 mM NaOCl, which are represented by two curves with replicate numbers indicated. Cell growth was monitored at 600 nm (OD600) by direct measurement in the 13 × 100 mm culture tubes using a Spectronic 20+ spectrophotometer (ThermoSpectronic, Filter:600 to 950 nm). OD600 of 0.95 is the maximum value that can be detected by this approach. (B) Analysis of *ΔoxsR* mutant replicates for acquired tolerance to hypochlorite. Three groups of *ΔoxsR* replicates were reexamined for growth and recovery from hypochlorite stress, including: (i) 1c to 6c pooled from the first mock treatment, (ii) 1 to 5 pooled from the first NaOCl treatment that did not display growth, and (iii) replicate 6 that recovered from the first NaOCl treatment. After the first treatment, the samples were diluted to an OD600 of 0.1 in fresh GMM (6 tubes each) and incubated at 42°C with angled rotation for aeration as described in methods. After 10 h, the samples were treated with a mock control or NaOCl (5 mM) as indicated. Growth was monitored at OD600. (C) PCR analysis to assess stability of the *ΔoxsR* mutation. Lanes: L, DNA standard (GeneRuler 1 kb Plus DNA Ladder, Thermo Fisher); *ΔoxsR* mutant (replicate numbers indicated); parent (H26, +); nuclease free water (dH_2_O, –). For PCR, cell culture (5 μL) was mixed with 30 μL of nuclease-free water and boiled for 10 min. Samples were centrifuged for 5 min at 13,000 × *g* and stored at −20°C for 4 days. Tubes were thawed on ice and centrifuged (5 min at 13,000 × *g*) and transferred (1 μL) for use as the template in a 15 μL PCR with primer pair 5/6 (outside the deletion plasmid). (D) Whole-genome resequencing indicates that *oxsR* was deleted from all copies of the genome (no reads were detected). Integrated genomics viewer (IGV) image shows sequencing reads (gray) of H26 parent strain (above) compared with the *ΔoxsR* deletion strain (below). Blue lines in bottom track show the location of the genes in the locus. See Materials and Methods for details.

10.1128/mbio.00633-22.1 FIG S1 H. volcanii mutant strains generated in this study, including SH125, SH126, PM012, PM057 and PM058, and PM059. Download FIG S1, PDF file, 0.1 MB. Copyright © 2022 Mondragon et al. 2022 Mondragon et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mbio.00633-22.8 DATA SET S1 Data associated with breseq resequencing, ChIP-seq, MEME-MAST, FIMO, and other associated analyses. Download Data Set S1, XLSX file, 1.6 MB. Copyright © 2022 Mondragon et al. 2022 Mondragon et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### OxsR binds specific regions on the H. volcanii genome.

OxsR was investigated for its ability to bind specific and/or nonspecific regions of H. volcanii genomic DNA by combining chromatin immunoprecipitation with massively parallel DNA sequencing (ChIP-seq). 

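Peak lists of 10 immunoprecipitated libraries were analysed. In the oxsR-HA integrant SH126, OxsR carries a hemagglutinin (HA) tag, so that an anti-HA antibody recovers the DNA cross-linked to OxsR. The integrant gave 4 libraries of mock-treated cells and 4 libraries of cells treated with 2.5 mM NaOCl for 20 min. The parent H26, which has no tag, gave 2 libraries of mock-treated cells as a control for background. Mock libraries, where H26 is not named, are those of the integrant. The methods name 4 colonies of the integrant and 2 of H26, and each library of a condition was taken as a separate culture. Whether mock and NaOCl libraries of the same number share a colony is not stated, so the main tests are unpaired. The other 14 of the 24 samples of the series, which are the inputs and the libraries of NaOCl-treated H26, were not analysed here. The authors trimmed the reads with TrimGalore (Phred score over 30), mapped them to the H. volcanii DS2 genome with Bowtie2 and called peaks in each library with MOSAiCS at a q value under 0.05. Each list gives the place of its peaks in steps of 200 bp and a score per peak, which is the authors' own value. The score was read as the mean ChIP signal per 200 bp bin, since its product with the number of bins was whole, within 1e-06, in every peak. The methods describe the reported peak heights as a mean ratio of read counts to the input control, without saying whether this covers the scores of the lists. Scores were used only within their own list, to rank, filter or describe its peaks. The lists hold no read totals, so the depth of each library is unknown, and a library with more reads can give more peaks. Peaks of a condition that shared at least 1 bp were joined, and a region with a peak in at least 3 of the 4 libraries was taken as bound by OxsR, after the rule the authors applied with DiffBind. Coordinates are those of the lists, and gene borders come from the RefSeq gene table of the DS2 genome, which gives no strand. Gene products and 5′ regions are therefore those of Data set S1 and Table 1.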

The parent (H26) and *oxsR-HA* integrant were grown to log-phase in GMM and then treated with hypochlorite or a mock control prior to the ChIP-seq analysis (see Materials and Methods for details). In this approach, OxsR-bound sites were investigated over the chromosome and endogenous plasmids. 

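OxsR-HA was found at more places in hypochlorite-treated cells than in mock-treated cells. The mock libraries held 23, 63, 21 and 26 peaks, with a mean of 33.3 ± 19.9 (SD, n = 4), and the NaOCl libraries held 102, 121, 140 and 148 peaks, with a mean of 128 ± 20.6 (SD, n = 4). The ratio of the means was 3.84 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). With libraries paired by replicate number, an exact sign-flip test gave p = 0.125, the smallest that 4 pairs allow. Regions bound in at least 3 of 4 libraries numbered 24 in mock-treated and 110 in NaOCl-treated cells. Of these, 18 were bound in both conditions, 92 in NaOCl only and 6 in the mock condition only. Of the 92 NaOCl-only regions, 75 had no peak in any mock library and 55 of those had a peak in all 4 NaOCl libraries. The strongest mock region by mean rank was at HVO_0733, which encodes a transcription initiation factor IIB (main chromosome, 654600 to 655799), followed by the region at HVO_0197 and HVO_0198 (177400 to 178399) and that at HVO_2970, the gene of OxsR itself (2806000 to 2806799). The 10 strongest NaOCl regions were at HVO_0040, HVO_0198, HVO_1342 (thioredoxin), HVO_1438, HVO_A0618 (coenzyme A disulfide reductase homolog), HVO_1031 and HVO_1123 (both thioredoxin-disulfide reductases), HVO_2859, HVO_0811 (L-aspartate decarboxylase homolog) and HVO_1684 (threonine-tRNA ligase). Mock replicate 2, with its 63 peaks, stood apart from the other mock libraries.

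**Figure D1:**
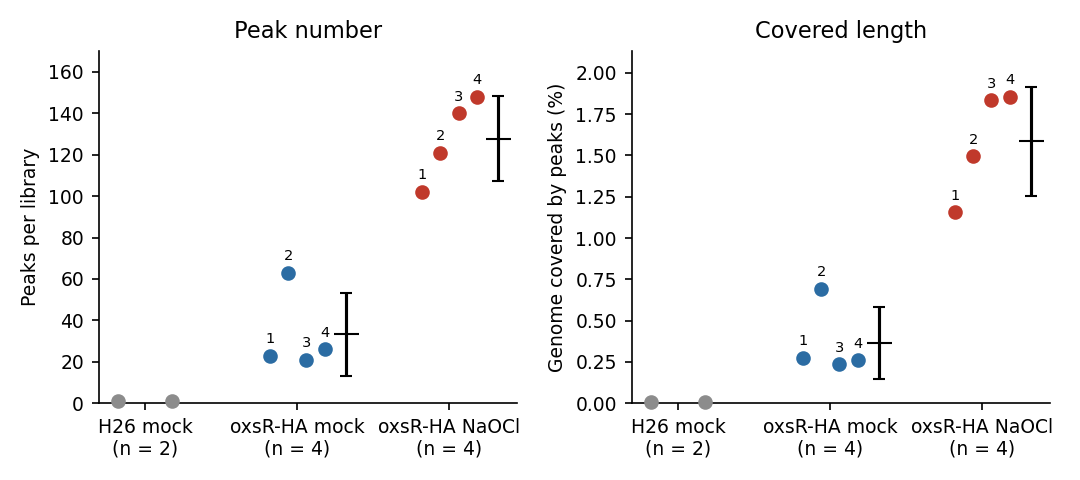
Peaks per library and percent of the genome covered by peaks for H26 mock (n = 2), oxsR-HA mock (n = 4) and oxsR-HA NaOCl (n = 4) libraries. Points are libraries and bars are the mean ± SD; the NaOCl libraries, from 102 peaks up, lie above all mock libraries, the highest of which holds 63.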

A total of 29 and 130 sites were found to be putative OxsR interacting regions in the absence and presence of oxidative stress, respectively (Fig. S2, Data set S1). Although many peaks (63%) were located within the coding sequences of genes, OxsR was also found to bind distinct intergenic regions of the genome. 

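Coding sequences held fewer of the regions bound in NaOCl than places drawn at random. Of the 110 regions bound in NaOCl, 63 (57.3%) had their midpoint in a coding sequence, 44 in an intergenic region, 2 in a tRNA gene and 1 in a pseudogene. Of the 24 mock regions, 17 (70.8%) had their midpoint in a coding sequence. Regions with their midpoint in a coding sequence included that at HVO_C0067, an FAD-binding oxidoreductase gene of pHV1 (63800 to 64599). Another was that at HVO_1290, which encodes a metal-dependent hydrolase (main chromosome, 1174200 to 1174999). Both regions had a peak in all 4 NaOCl libraries and in no mock library. The region at HVO_2970 also had its midpoint within the gene and had a peak in all 8 oxsR-HA libraries. The gap at the 5′ end of HVO_2970 (2806420 to 2806501) likewise had a peak in all 8. The midpoints at HVO_1290 (1174599) and HVO_2970 (2806399) lay close to a gene border (1174580 and 2806419), and both regions reach past it. Regions of the same lengths placed at random on the same replicons gave a mean coding share of 84.5% for NaOCl, with a range of 69.1% to 95.5% over 10000 draws (two-sided permutation p = 0.0002, the smallest these draws can give). For the mock regions, random placement gave 84.9%, and the difference did not pass the test (permutation p = 0.114). The 92 NaOCl-only regions had a share of 56.5%. The result for the mock regions lay near the threshold. Without mock replicate 4, where a peak in 2 of the libraries left was enough, the share was 68.0% with a permutation p of 0.0476. With all libraries and a peak in at least 2 of 4, it was 69.2% with a permutation p of 0.0598.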

Most of the OxsR-bound intergenic sites (49 of 59 total) were detected only in the hypochlorite-treated cells with six operons having two 5′ binding sites. 

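Of 69 intergenic regions that shared at least 100 bp with a bound region, 55 were bound in NaOCl only. Data set S1 holds 59 intergenic entries, 49 of them for NaOCl, and these cover 52 distinct regions. Of those, 42 are listed for NaOCl only, 7 for both conditions and 3 for mock only. Among the 55 found here, the region 5′ of HVO_2859, a DUF63 family gene, lies on the main chromosome from 2696156 to 2696268. That of HVO_0497 (cold shock protein) runs from 440452 to 440610, and that of HVO_0004 (NamA family oxidoreductase) from 4544 to 4685. The region between HVO_1017 (ketosamine kinase domain) and HVO_1018 (925795 to 925900) is shared by both genes. Each of these 4 regions had a peak in all 4 NaOCl libraries and in no mock library. On the plasmids, the region listed for HVO_B0351 on pHV3 (406636 to 406886) and that for HVO_A0137, a transcription initiation factor IIB gene on pHV4 (135050 to 135431), were bound in NaOCl only. Of the 55, the regions between HVO_1785 and HVO_1787 and between HVO_2772 and HVO_2773 had a peak over the intergenic part itself in only 1 and 2 NaOCl libraries, and that between HVO_1237 and HVO_1238 also had one in 3 mock libraries. The count depends on the overlap that is asked for, as a minimum of 1 bp gave 91 NaOCl-only intergenic regions, and on the list, as 36 of the 55 are also listed, with the same borders, in Data set S1.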

Of the remaining intergenic sites, seven were identified irrespective of the treatment and three were detected only in the absence of hypochlorite (Data set S1). 

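Intergenic regions bound in both conditions numbered 12, and 2 were bound in the mock condition only. Those bound in both included the region between HVO_0732 and HVO_0733 and those listed for HVO_2758 (50S ribosomal protein L11) and HVO_2984 (amino acid-binding protein), each with a peak in all 4 libraries of both conditions. Of the 12, that between HVO_A0169 and HVO_A0170 on pHV4 had a peak over the intergenic part itself in only 1 library of each condition. The region of HVO_0582, which encodes a ribbon-helix-helix protein of the CopG family, lies on the main chromosome from 517532 to 517743. It had a peak in 4 of 4 mock libraries, in 3 of 4 NaOCl libraries and in 1 of the 2 H26 libraries. The mock-only intergenic regions were that 5′ of the thioredoxin gene HVO_0438 (391261 to 391498), with a peak in 3 mock libraries and in no NaOCl library, and that between HVO_2621A and HVO_2622 (2472818 to 2472991), with a peak in 4 mock libraries and in 1 NaOCl library. For HVO_0438 the difference did not pass Fisher's exact test (two-sided p = 0.143). The other 4 mock-only regions had their midpoints within HVO_0091 (PHP domain protein), HVO_0648 (DUF2070 protein), HVO_0851 and HVO_A0172. Of all 6 mock-only regions, 3 had a peak in no NaOCl library, namely those at HVO_0091, HVO_0438 and HVO_0648. The other 3 had a peak in 1 or 2 NaOCl libraries.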

When analyzing the genes adjacent to the OxsR-bound regions by arCOG gene functional analysis (67), nearly half (44%, hypergeometric test *P*-value of enrichment relative to genomic background < 1.1 × 10^−2^) of the encoded proteins clustered to the arCOG [S] group of unknown function, thus, providing limited insight (Fig. 3). However, 12% of the proteins clustered to the arCOG [O] group associated with posttranslational modification, protein turnover, and chaperone functions, including gene homologs associated with thiol relay (e.g., thioredoxin, thioredoxin-like, and disulfide oxidoreductase activity; Data set S1); and 3% to [I] (lipid transport and metabolism, *P* < 6.1 × 10^−5^). 

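Genes of thiol relay stood next to regions bound in NaOCl. The list of genes by arCOG in Data set S1 holds 80 genes, of which 43 are listed with an older HVO locus tag, and all 43 lay next to or over a region bound in NaOCl. The [O] group held 6 of the 43 genes (14.0%), namely the glutaredoxin genes HVO_0251 and HVO_0337, the thioredoxin-disulfide reductase genes HVO_1031 and HVO_1123, and the thioredoxin genes HVO_1244 and HVO_1342. Each of these 6 had a peak 5′ of it in all 4 NaOCl libraries. The [S] group held 8 of the 43 (18.6%), namely HVO_0040, HVO_0210, HVO_1004, HVO_1043, HVO_1457, HVO_1817, HVO_2859 and HVO_B0351. The [I] group held 1 (2.33%), HVO_0680, which encodes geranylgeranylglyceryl phosphate synthase, an enzyme of archaeal lipid synthesis. Over all 80 listed genes, [O] held 8 (10.0%), [S] 30 (37.5%) and [I] 2 (2.50%), and over the 202 entries of the list, where each gene stands from 2 to 5 times, the shares were 11.9%, 44.6% and 2.97%. Among the 43, groups [J] (translation) and [R] (general prediction) held 5 genes each, and [C] (energy production) and [K] (transcription) held 3 each. Of the 37 genes listed without one, none lay next to a region bound in NaOCl, and their median distance to one was 14896 bp. The study drew this list from these samples, so the counts are not independent evidence, and enrichment against all genes was not analysed here.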

Additional functional analysis of the ChIP-seq associated genes by STRING (11.5) (68) corroborated arCOG findings (false discovery rates < 0.0374; Fig. S3). Further inspection of the sites strongly enriched for OxsR binding in intergenic regions (“ChIP-seq high peaks” with height > 1,000-fold enrichment relative to the input control, 27 of 59 total; Data set S1) revealed that at least seven of the linked genes were associated with the synthesis of low molecular weight thiols and thiol relay systems (Table 1). 

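All 23 loci of Table 1 had a peak in their 5′ region in all 4 NaOCl libraries, and none had one in H26. Of these, 13 had a peak in no mock library, 3 in 1 mock library, 2 in 2 mock libraries, 1 in 3 and 4 in all 4. The loci without a mock peak included HVO_0811, the L-aspartate decarboxylase homolog of the coenzyme A pathway (mean rank by score 8.75 within the NaOCl lists), and HVO_1668, whose product makes γ-glutamylcysteine, the low molecular weight thiol of haloarchaea (27.3). Among thiol relay genes, those with no mock peak were HVO_0337 (glutaredoxin, mean NaOCl rank 17.3) and HVO_1244 (thioredoxin, 19.8). HVO_0251 (glutaredoxin, mean NaOCl rank 13.8) and HVO_1123 (7.75) had a peak in mock replicate 2 only, and HVO_1031 (6.25) had one in mock replicates 1 and 2. HVO_1342 had a peak in 3 mock libraries and HVO_A0618 in all 4. Of 8 loci of the thiol relay list whose 5′ intergenic region is listed in Data set S1, 7 were bound in NaOCl and 3 in the mock condition. Both loci of the list for low molecular weight thiol and coenzyme A synthesis were bound in NaOCl only. The lists of antioxidant enzymes and of protein quality control had 0 loci with such a region. Among loci listed there for a peak within the gene, the thiol relay list had 3 (HVO_0251, HVO_1081 and HVO_1245), that of low molecular weight thiol and coenzyme A synthesis had 2 (HVO_0811 and HVO_1668), that of protein quality control had 2 (HVO_0737 and HVO_2993) and that of antioxidant enzymes had 0. All 7 overlapped a region bound in NaOCl, and HVO_0737 also one bound in mock. For a locus with a peak in 4 of 4 NaOCl and 0 of 4 mock libraries, Fisher's exact test gave p = 0.0286, or 0.0505 after Benjamini-Hochberg adjustment over the 23 loci, so no locus alone passed 0.05. The study chose these loci on these libraries, so their count is not independent evidence.

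**Figure D2:**
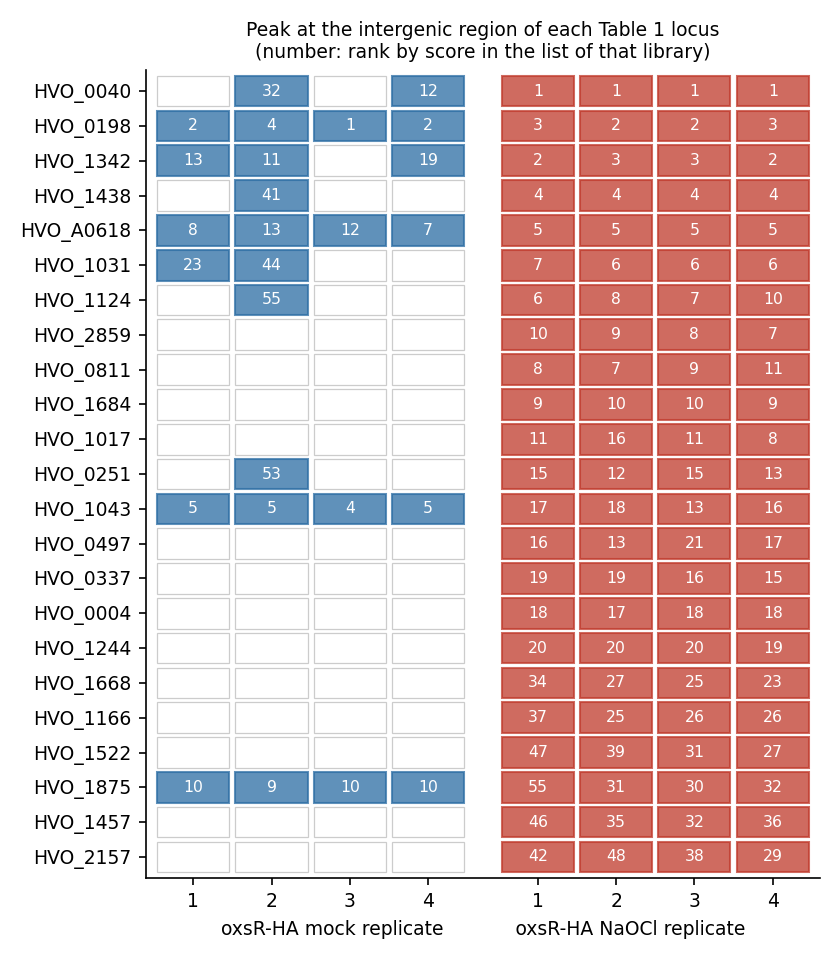
Presence of a peak in the 5′ region of each of the 23 loci of Table 1, by library (oxsR-HA mock and oxsR-HA NaOCl). Filled cells have a peak and give its rank by score in that list. All 4 NaOCl columns are filled for all 23 loci, and mock replicate 2 has the most filled cells of the mock columns. H26 is not drawn.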

HVO_1043, a member of the DUF1684 family, was included in this thiol relay group, as three-dimensional (3D) modeling and multiple amino acid sequence alignment revealed a conserved Cx_7_C motif with the thiol groups of these cysteines in a proximity typical of function in thiol relay (Fig. S4). Overall, these results reveal OxsR is a TF homolog that binds specific regions of genomic DNA during redox stress. 

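Peaks were nearly absent from cells without the tag, and most regions bound in NaOCl were found in every culture. The H26 libraries held 1 peak each, of 400 bp at HVO_0582 (main chromosome, 517400 to 517799) in replicate 1 and of 200 bp between HVO_C0067 and HVO_C0068 on pHV1 (65200 to 65399) in replicate 2. The second of these places had no peak in any oxsR-HA library. None of the other 23 mock regions and 109 NaOCl regions had a peak in H26. Of the 110 NaOCl regions, 85 had a peak in all 4 libraries. When the peaks of each library were placed at random on their own replicon, a mean of 1.00 region reached 3 of 4 NaOCl libraries, with at most 6 in 1000 draws, and a mean of 0.018 reached 3 of 4 mock libraries, with at most 1. Only mock-treated H26 was analysed here, so peaks that hypochlorite brings without the tag are not covered. From its ChIP-seq results, the paper concludes that OxsR binds specific regions of genomic DNA during redox stress.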

Of the intergenic regions bound by OxsR, an enrichment was observed in the promoter regions of genes associated with protein quality control, thiol relay and other related functions predicted to be important in the recovery from hypochlorite stress.

**FIG 3:**
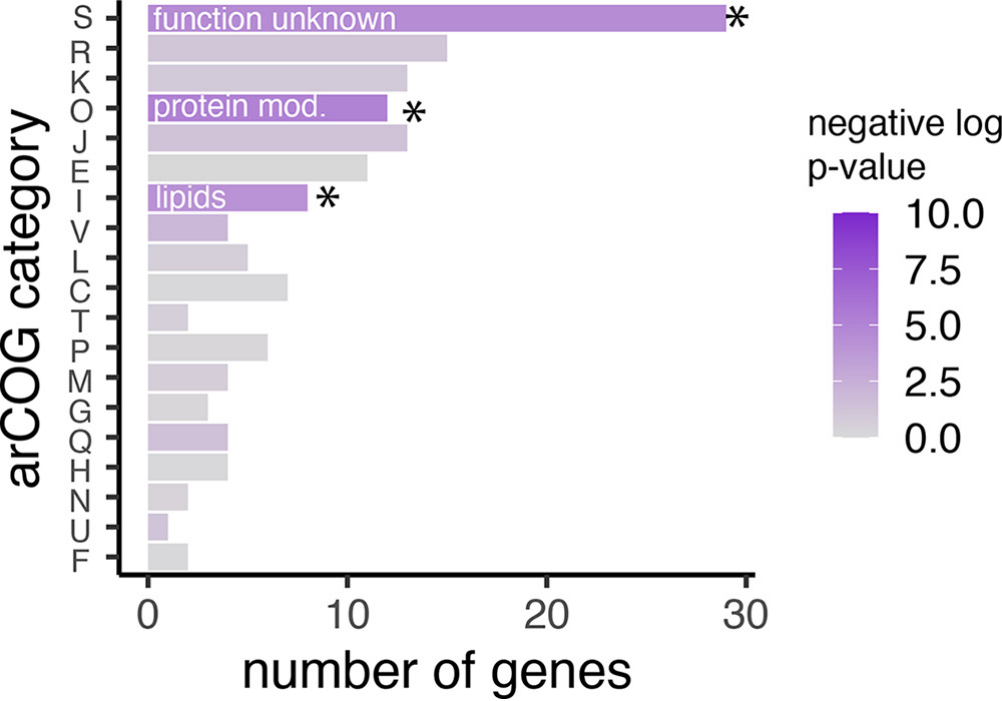
General functional classification of genes predicted to be bound by OxsR according to ChIP-seq data. Gene homologs flanking the intergenic regions of DNA detected to be bound by OxsR through ChIP-seq analysis were clustered by arCOG according to function. Bar lengths represent the number of genes detected in each functional category, and the shading of the bar represents the significance of enrichment in each category (see legend).

**TABLE 1:** Gene loci with 5′ regions detected as high peaks by OxsR ChIP seq analysis^*a*^

Gene locus	Protein names	NaOCl (–)	NaOCl (+)	High peak
HVO_1043^*b*^	DUF1684 family protein	V^*c*^	V	V
HVO_A0618^*b*^	Coenzyme A disulfidereductase homolog	V	V	V
HVO_1875	Galactoside O-acetyltransferase (EC 2.3.1.-) homolog	V	V	V
HVO_0198	UPF0213 family protein	V	V	V
HVO_1342^*b*^	Thioredoxin	V	V	V
HVO_0811^*b*^	L-Aspartate decarboxylase (EC 4.1.1.11) homolog		V	V
HVO_0337	Glutaredoxin		V	V
HVO_0040^*b*^	Transmembrane protein		V	V
HVO_0004	NamA family oxidoreductase		V	V
HVO_1031	Thioredoxin-disulfide reductase (EC 1.8.1.9)		V	V
HVO_1166	Chloroplast RNA splicing and ribosome maturation (CRM) domain protein		V	V
HVO_1684	Threonine-tRNA ligase (EC 6.1.1.3)		V	V
HVO_0497	Cold shock protein		V	V
HVO_0251	Glutaredoxin		V	V
HVO_1244	Thioredoxin		V	V
HVO_1668^*b*^	γ-Glutamylcysteine synthetase (EC 6.3.2.2)		V	V
HVO_1522	Hexuronic acid methyltransferase AglP (EC 2.1.1.-)		V	V
HVO_1438^*b*^	YneT family protein		V	V
HVO_1457	Glycoside hydrolase domain protein		V	V
HVO_2157	Uncharacterized protein		V	V
HVO_2859	DUF63 family protein		V	V
HVO_1124	DUF357 family protein			V
HVO_1017	Ketosamine kinase domain protein			V

a Blue highlight, putative function in low molecular weight thiol (LMWT) biosynthesis or thiol relay.

b CG-rich DNA motif CGGnCGnGCG identified 5’ of these gene homologs.

c V, present under the condition.

10.1128/mbio.00633-22.2 FIG S2 Peak loci in chromosome and plasmids by ChIP-seq analysis in the absence (left) or presence (right) of oxidative stress. Download FIG S2, PDF file, 0.02 MB. Copyright © 2022 Mondragon et al. 2022 Mondragon et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mbio.00633-22.3 FIG S3 Functional enrichment of gene homologs associated with sulfur relay systems by STRING 11.5 analysis. Download FIG S3, PDF file, 0.2 MB. Copyright © 2022 Mondragon et al. 2022 Mondragon et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mbio.00633-22.4 FIG S4 DUF1684 family protein HVO_1043 and its conserved CX_7_C motif suggest a role in thiol chemistry. Download FIG S4, PDF file, 0.2 MB. Copyright © 2022 Mondragon et al. 2022 Mondragon et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### OxsR functions as an apparent transcription factor.

Five genes were selected from the ChIP-seq high peak group to determine whether OxsR has an impact on their transcript abundance. In addition, *oxsR* (*hvo_2970*) was included to examine how its transcript levels may correlate with the 3-fold increase in OxsR protein abundance previously identified during hypochlorite stress (65). Transcript levels were monitored by real-time quantitative reverse transcription PCR (RT-qPCR) in the parent and *ΔoxsR* mutant after treatment with hypochlorite or a mock control (*t* = 0) (Fig. 4A). Four of the five genes examined from the ChIP-seq data set were found to be upregulated in the parent after exposure to hypochlorite, including the transcripts of: (i) *hvo_0811* and *hvo_1043*, which displayed a rapid increase; and (ii) *hvo_0040* and *hvo_0337*, which were more delayed in their upregulation. The exception was *hvo_0039*, whose expression remained relatively constant in the parent strain regardless of time or treatment. Hypochlorite stress was also found to stimulate a transient increase in the *oxsR* transcript levels which may in part account for the 3-fold increase in OxsR protein abundance. When comparing the transcript profiles, the *ΔoxsR* mutation was found to impact the transcript abundance of all genes examined. Instead of the increased transcript abundance observed in the parent after treatment, when examining the *ΔoxsR* mutant the *hvo_0040* and *hvo_1043* transcripts were detected at a constitutively low level throughout the time course, while the *hvo_0811* and *hvo_0037* transcripts were only modestly increased in abundance in the early stages of treatment. Counter to the other genes, the *hvo_0039* transcripts were found to be of greater abundance in the early stages of hypochlorite treatment in the *ΔoxsR* mutant compared with the parent. We also investigated the genome-wide gene expression profile with the parent and *ΔoxsR* mutant under the presence/absence of hypochlorite. When the oxidative stress was present, almost half of the genes (1,928 and 1,839) encoded in H. volcanii were differentially expressed in the parent (wt) and *ΔoxsR*, respectively (Data set S1). Next, we examined the expression level of genes identified by ChIP-seq (Table 1) and found that the abundance of these transcripts was reduced by 67% on average across all 27 genes (median 62%) in *ΔoxsR* compared with wt under hypochlorite stress (Data set S1; Fig. 4B). Similar to the qRT-PCR results, the ratio of gene expression of *hvo_0337*, *hvo_1043*, and *hvo_0040* was reduced 42%, 49%, and 68%, respectively. Though upregulated in the parent strain, *hvo_0811* was downregulated in *ΔoxsR* under the oxidative stress condition; however, it is worth noting that the expression change for this particular gene is not statistically significant according to RNA-seq (Data set S1). Overall, both the transcriptomic analyses with RNA-seq and qRT-PCR results suggest that after cells are exposed to hypochlorite, OxsR can act as a transcriptional activator (e.g., *hvo_0040*, *hvo_0337*, *hvo_0811*, and *hvo_1043* regulation) as well as a repressor (e.g., *hvo_0039* regulation). Furthermore, the 3-fold increase in OxsR protein abundance during hypochlorite stress may in part be due to an increase in transcript level.

**FIG 4:**
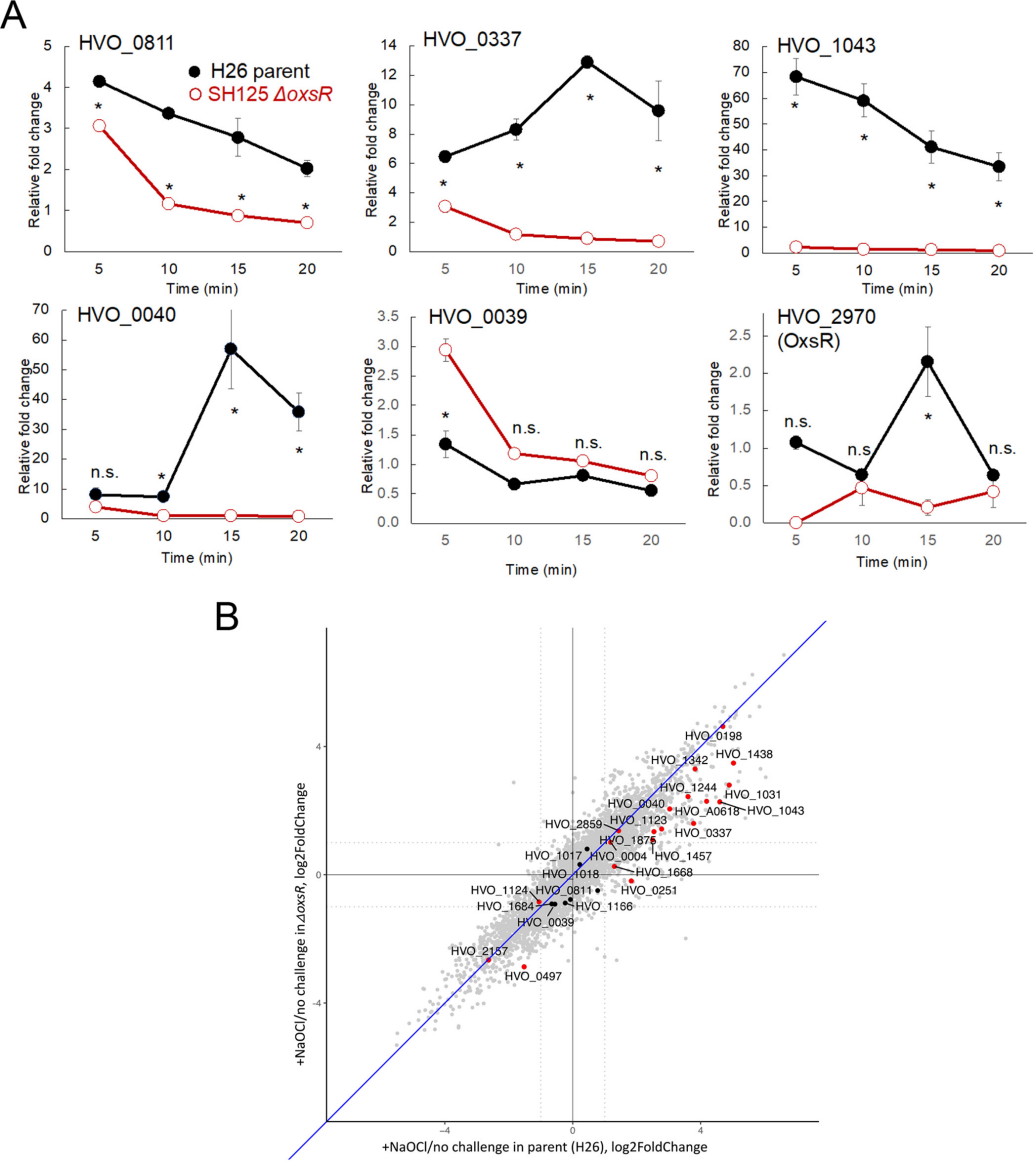
Influence of hypochlorite stress and *oxsR* on the expression of genes identified by ChIP-seq analysis. (A) Expression of select genes identified by ChIP-seq analysis as determined by qRT-PCR after exposure of cells to hypochlorite stress. Relative-fold change represents the transcript abundance ratio of NaOCl: mock treated cells. The H. volcanii H26 parent and SH125 (*ΔoxsR*) mutant cells were grown in GMM to exponential phase and treated with 0 and 2.5 mM NaOCl for 5, 10, 15, and 20 min. Total RNA was extracted and used for quantitative real-time (qRT) PCR. Levels of the gene expression were normalized to the internal reference *ribL* (HVO_1015, 1-fold). Targets of qRT-PCR are indicated as gene locus tag numbers within each panel. *Significant differences between the parent and mutant by the Student’s *t* test analysis (*P*-value ≤ 0.05). n.s., not significant. Data are expressed as mean ± S.E.M. (B) RNAseq analysis highlighting the expression of genes identified by ChIP-seq analysis. Gene expression profile scatterplot comparing the effect of NaOCl (fold change between the presence of 1.5 mM NaOCl and no challenge) on transcript abundance in each strain of parent and *ΔoxsR*, respectively. Gray dots, genes not identified by ChIP-seq; black, genes identified by ChIP-seq, but not significant by RNA-seq; red, genes identified by ChIP-seq and significant by RNA-seq. Gene identifiers are indicated for the genes that are identified by ChIP-seq. See Materials and Methods for details.

### Conserved DNA motif in the 5′ region of a subset of genes identified in the OxsR ChIP-seq data set.

*De novo* motif analysis of the DNA sequences of the intergenic regions identified by ChIP-seq was performed. This analysis was executed to identify conserved DNA motifs in the OxsR-bound intergenic sites and to determine whether the location of these motifs relative to the core promoters correlated with expression change. Similar regions from related haloarchaeal genomes were included in the analysis to enhance DNA motif identification. DNA motifs predicted by MEME MAST (69) to be common to the data sets were subsequently used to scan the H. volcanii genome by FIMO (70). FIMO analysis was performed (i) to identify the location of the DNA motifs on the H. volcanii genome; and (ii) to calculate the significance of the findings in terms of false discovery rate (*q*-value) and probability (*P*-value). The FIMO identified sites were then compared with the current ChIP-seq and previously published SILAC data sets, with the latter based on the intergenic regions 5′ of genes encoding proteins of differential abundance after hypochlorite treatment as detected by quantitative SILAC-based MS analysis (65). A semipalindromic DNA motif with evenly spaced CG repeats, CGGnCGnGCG, was identified within OxsR-bound regions (where n and underline represent the bases of low conservation and palindrome, respectively, E-value 2.5 × 10^−132^; Fig. 5A). This motif was detected at 89 sites on the H. volcanii genome at a *P*-value < 0.00001; with about one third of the sites corresponding to 5′ regions associated with the ChIP-seq and SILAC data sets. Of the top seven sites identified at a *q*-value < 0.05, six clustered to at least one of the two data sets (Fig. 5B). Further analysis of the top sites revealed the palindromic DNA motif of CG-repeats was generally positioned 5′ of BRE/TATA box consensus sequences presumed to serve as RNA polymerase binding sites; as depicted for *hvo_1043*, *hvo_1342*, *hvo_1668*, and *hvo_0040* regions (Fig. S5A). The exception was *hvo_0039*, which immediately 5′ of its start codon had a CG-rich region that was not closely related in sequence to the CG repeat but was conserved in diverse *Haloferax* species. This orientation of the CG repeat may explain the repressive function of OxsR on the transcript levels of *hvo_0039*. The CG repeat was further examined for its relationship to the raw sequencing data derived from the ChIP-seq analysis and found to correlate with the highest peak scores for these intergenic regions (Fig. S5B). Thus, our suggestion that this semipalindromic DNA motif is an OxsR-binding site is supported by the ChIP-seq data sets, and its positioning in relationship to basal promoter elements is consistent with the up- or downregulation in transcript levels observed for these genes by qRT-PCR. However, the CG-rich motif did not fully explain all OxsR-dependent activities as (i) not all intergenic regions bound by OxsR have this CG-repeat motif, and (ii) the 12-fold increase observed for *hvo_0337* (glutaredoxin) transcripts during hypochlorite stress requires *oxsR*, yet the gene does not encode the CG-rich motif in its promoter region. Nonetheless, these results suggest for a subset of genes that placement of a CG-rich repeat upstream (e.g., *hvo_0811*, *hvo_0040*, and *hvo_1043*) or downstream (e.g., *hvo_0039*) of the BRE/TATA box promoter consensus element may facilitate the ability of OxsR to activate or repress gene expression in the presence of hypochlorite, respectively.

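The 5′ region shared by HVO_0039 and HVO_0040 (main chromosome, 39439 to 39585) held the highest peak score of each NaOCl list. Its score was 8.80, 11.6, 15.1 and 16.4 times the median score of its own list in NaOCl replicates 1 to 4. It had a peak in 2 mock libraries, and in both of those lists other peaks were higher. HVO_1342 had a mean rank of 2.50 in the NaOCl lists, HVO_1438 of 4.00, HVO_A0618 of 5.00 and HVO_1043 of 16.0. Ranks were the same in all 4 NaOCl lists for HVO_0040, HVO_1438 and HVO_A0618, and ran from 13 to 18 for HVO_1043. The 7 loci of Table 1 marked with the CG-rich motif had a mean rank of 9.21 ± 9.39 (SD, n = 7 loci), and the other 16 loci had a mean rank of 19.3 ± 12.4 (SD, n = 16). This difference did not pass a two-sided permutation test (p = 0.0688), and all 23 loci were chosen by the study, so the ranks compare loci within that choice. HVO_0198, which is not marked with the motif, ranked as high as HVO_1342, with a mean of 2.50. The motif itself was not searched for, since a genome sequence was not used here, so where it lies within the peaks was not examined, and ranks of 1 list describe only that list.

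**Figure D3:**
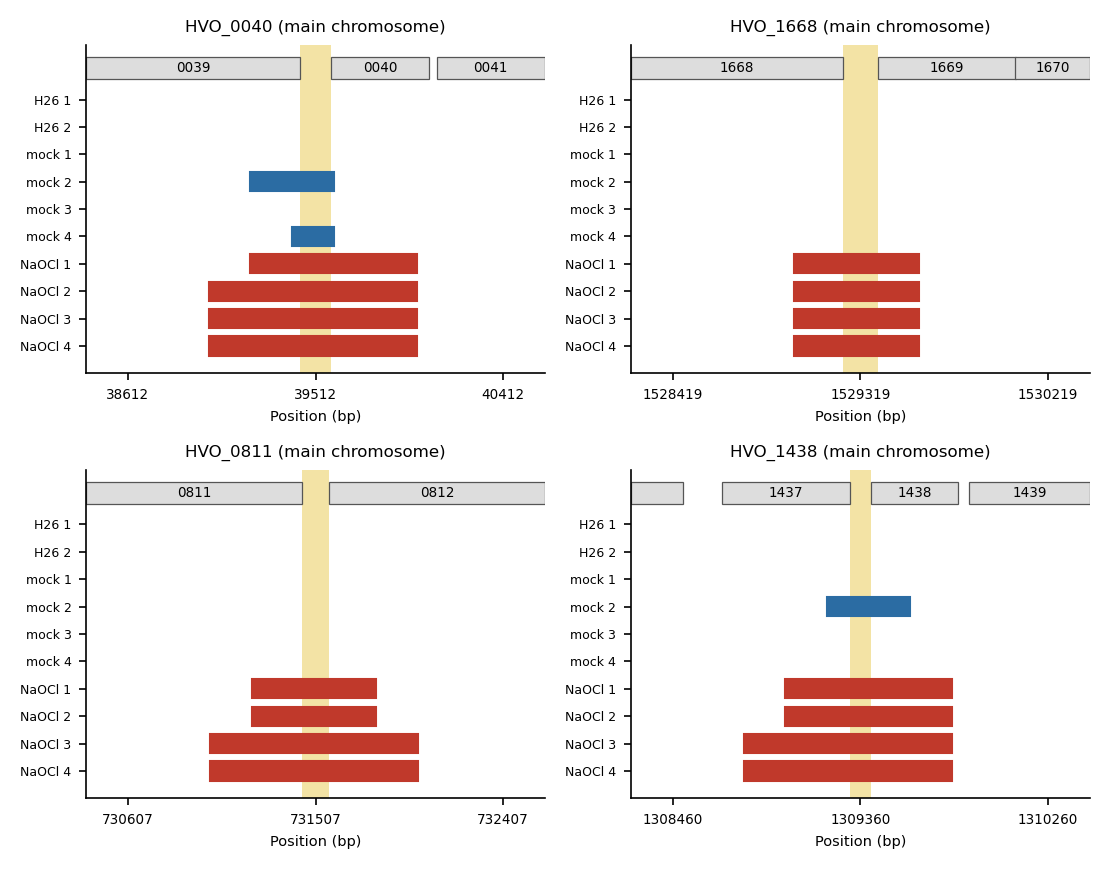
Peaks of each library at 4 loci marked with the motif in Table 1 (HVO_0040, HVO_1668, HVO_0811 and HVO_1438), by position on the main chromosome (bp). Grey boxes are genes, the yellow band is the 5′ intergenic region and coloured bars are peaks; every NaOCl peak spans the band, and mock peaks are present only at HVO_0040 (2 libraries) and HVO_1438 (1 library).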

**FIG 5:**
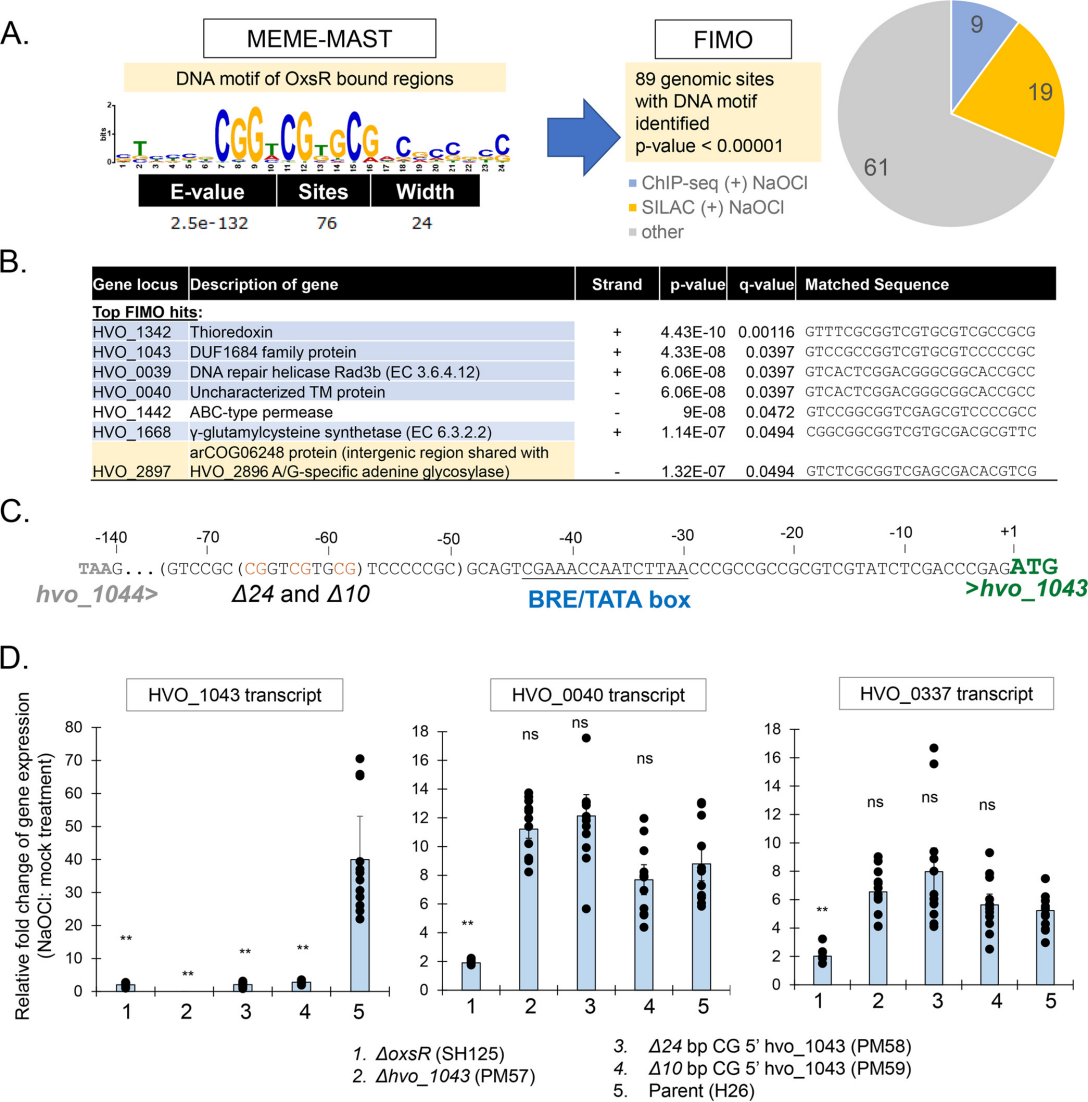
CG-rich DNA motif associated with OxsR-mediated transcriptional activation. (A) CG-rich motif identified to be enriched in OxsR-bound ChIP-seq DNA sequences. The motif was identified by MEME-MAST analysis and was input into FIMO to scan the H. volcanii genome. The 89 sites identified by this approach at a *P*-value < 0.00001 were compared with the OxsR ChIP-seq (blue) and SILAC-based MS (orange) data sets. (B) FIMO hits of the CG-rich motif detected at a *q*-value < 0.05 with the sites common to the ChIP-seq (blue) and SILAC-based MS (orange) data sets highlighted. (C) CG-rich DNA motif upstream of the BRE/TATA box of the *hvo_1043* regulated by OxsR. Parenthesis, CG-rich repeat region targeted for mutagenesis with the CG repeat in orange (Δ24 spans −50 to −74 and Δ10 spans −58 to −67). Underlined, BRE/TATA box region. Green, start codon of the OxsR-regulated *hvo_1043*. Gray, stop codon of *hvo_1044* upstream of *hvo_1043*. D. qRT-PCR analysis of deletions of CG-rich repeat 5′ of *hvo_1043*. H. volcanii strains were grown in GMM to early log phase (OD600 of 0.3 to 0.5) and exposed to 2.5 mM NaOCl or a mock control for 15 min. Transcript levels were monitored in the mutant strains as indicated. The internal reference *hvo_1015* normalized levels of gene expression were at 1-fold relative fold change. Targets of qRT-PCR are indicated for each panel by gene locus tag number. Strains used for preparation of RNA are indicated on the *x* axis. Significant differences between the parent and mutants by the Student’s *t* test analysis (**, *P*-value ≤ 0.01; n.s., not significant) (Exp./Bio: 4; Tech: 3 replicates). See Materials and Methods for details.

10.1128/mbio.00633-22.5 FIG S5 A semipalindromic DNA motif and its location in relationship to the promoter consensus sequence element of select gene homologs identified to be OxsR-bound by ChIP-seq analysis. Download FIG S5, PDF file, 0.2 MB. Copyright © 2022 Mondragon et al. 2022 Mondragon et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### CG-rich motif required for the OxsR-dependent increase in *hvo_1043* transcript levels after exposure to HOCl.

To determine if the CG-rich DNA motif was important for the observed OxsR-dependent increase in *hvo_1043* transcript abundance during hypochlorite stress, a mutagenesis approach was used. Strains with deletions in the CG-rich motif upstream of the BRE/TATA box consensus sequence of the *hvo_1043* operon were constructed and compared with the H26 parent and *ΔoxsR* mutant by qRT-PCR (Fig. 5C). A *Δhvo_1043* coding sequence mutant was also constructed as a negative control. By this approach, a 40-fold increase in the abundance of *hvo_1043* transcripts was observed after 15 min of hypochlorite treatment in the H26 parent that was not apparent in the *ΔoxsR* or the CG-rich motif mutant strains (Fig. 5C). The *hvo_1043* transcripts were detected only at basal levels in the *ΔoxsR* and CG-motif mutant strains. As expected, *hvo_1043* transcripts were undetectable in the *Δhvo_1043* mutant. As an added control, the transcripts of other genes (*hvo_0040* and *hvo_0337*) were confirmed to be unaffected by the CG-rich motif deletions that were specifically integrated upstream of *hvo_1043*. Based on these results, the CG-rich motif identified upstream of the BRE/TATA box consensus sequence of *hvo_1043* appears important for transcriptional activation of this operon by OxsR during hypochlorite stress. Because of the close sequence similarity of this GC-rich motif upstream of other OxsR-bound operons, we hypothesize that OxsR may bind this motif to regulate expression of at least a subset of genes within its regulon.

### Conserved residues and 3D-structural modeling of OxsR.

As OxsR was associated with recovery from hypochlorite, which is a potent oxidant, the primary amino acid sequence of OxsR was inspected for conserved residues that may sense oxidant, such as Cys, His and Met (4). Multiple amino acid sequence alignment revealed that a cysteine (corresponding to OxsR C24) was highly conserved in the N-terminal region of OxsR homologs from diverse archaea (Fig. 6A). OxsR was further analyzed by 3D modeling to predict the location of C24 in the protein structure. The 3D structure of OxsR residues 18 to 121 (104 of 123 aa total; 85%) was modeled at >99.8% confidence using the Phyre2 web portal (71). OxsR residues 1 to 123 were also modeled by RoseTTAfold (72). The alignment scores of the two OxsR 3D models were at a mean square deviation (RMSD) of 3.47 Å and template modeling (TM)-score of 0.52, suggesting the models were generally related. The major exceptions were (i) residues 26 to 46 which were structurally undefined in the Phyre2-model, and (ii) residues 1 to 17 which were not modeled by Phyre2 and found in multiple configurations by RoseTTAfold. The highest scoring template by Phyre2 was the X-ray crystal structure of Methanosarcina mazei MM_1094 (PDB: 3R0A), an uncharacterized TrmB family member of arCOG02242, which has two intersubunit disulfide bonds formed between C6 and C17. The single cysteine (C24) of OxsR aligned with C17 of MM_1094. The OxsR quaternary structure was also predicted by comparison to two other high scoring (>99% confidence) templates, including: an assembly of X-ray crystal structures of the *Sulfolobus acdiocaldarius* AbfR2 (Saci_1223) (PDB: 6CMV) (73) and Streptococcus pneumoniae FabT in complex with DNA (PDB: 6JBX) (74). The quaternary model generated by this approach suggested OxsR could form a homodimer linked by an intersubunit disulfide bridge at C24 that would join anti-parallel α helices of the two subunits (Fig. 6B). A separate homodimer interface formed between two anti-parallel α helices at the C-terminus of OxsR was also predicted.

**FIG 6:**
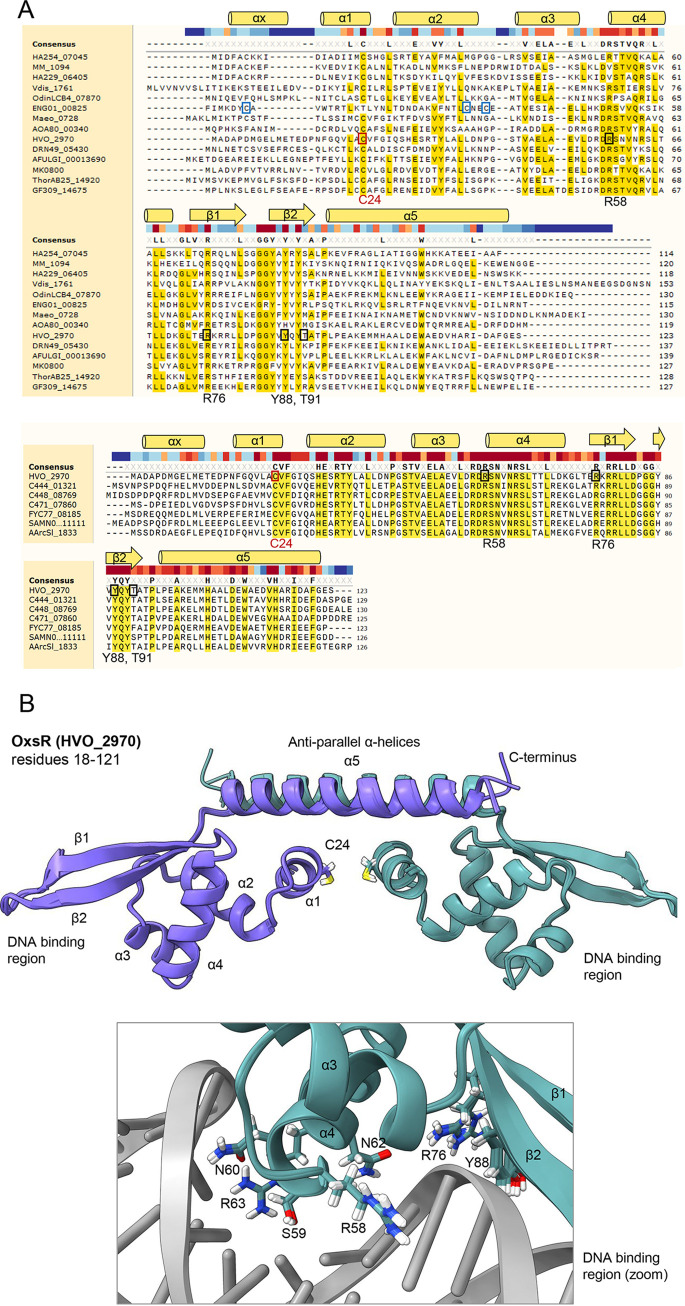
Conserved residues and 3D-structural model of OxsR. (A) Multiple amino acid sequence alignment of OxsR (HVO_2970) to TrmB family proteins. Upper: OxsR aligned to representative homologs from diverse archaea. *Crenarchaeota* (Vdis_1761), *Thaumarchaeota* (DRN49_05430), *Thermoplasmata* (AOA80_00340), *Methanopyri* (MK0800), *Methanomicrobia* (MM_1094), *Methanococci* (Maeo_0728), *Archaeoglobi* (AFULGI_00013690), *Nanoarchaeota* (HA229_06405), *Aenigmarchaeota* (ENG01_00825), *Diapherotrites* (HA254_07045), *Thorarchaeota* (ThorAB25_14920), *Odinarchaeota* (OdinLCB4_07870), and *Lokiarchaeota* (GF309_14675). Lower: OxsR aligned to representative homologs from diverse families of haloarchaea. *Halorubraceae* (C471_07860 and AArcSl_1833), *Natrialbaceae* (FYC77_08185), *Haloarculaceae* (C444_01321), *Halococcaceae* (C448_08769), and *Halobacteriaceae* (SAMN05216226_111111). Residues of OxsR discussed in text indicated by black and red boxes and numbered below the alignment. Blue boxes indicate cysteine residues in the N-terminal region of *Aenigmarchaeota* homolog (ENG01_00825). Predicted α helices and β strands of OxsR indicated above the alignment. Residues at >50% and >95% amino acid sequence identity are indicated by yellow highlighting (upper and lower panels, respectively) with the bar colored dark red to dark blue above the sequence indicating residues of high to low conservation. (B) Three-dimensional-structural model of OxsR (HVO_2970). Ribbon diagram of OxsR in homodimeric configuration (chain A and B in purple and cadet blue, respectively). Residue numbering and secondary structure indicated for chain A. The 3D-structural model generated by RoseTTAfold for residues 18 to 123 is displayed. Arrangement of the 3D model into a homodimer was by comparison to the X-ray crystal structure of the biofilm regulator Sulfolobus acidocaldarius AbfR2 (Saci_1223; PDB: 6CMV). DNA interactions were predicted by comparison to the X-ray crystal structure of the Streptococcus pneumoniae FabT:DNA complex (PDB: 6JBX).

### Cysteine residue (C24) is important for OxsR function.

To determine whether C24 is important for OxsR function, the H. volcanii genome was modified at the *oxsR* locus to allow for expression of OxsR C24A with a C-terminal HA tag (OxsR-HA C24A). This integrant strain was then examined for recovery of cells from hypochlorite stress and regulation of *hvo_1043* transcript levels. The *oxsR*-HA C24A integrant strain was found to display wild type level growth in the absence of stress but had a severe defect in its recovery from hypochlorite stress (Fig. 2A). Like the *ΔoxsR* mutant, the majority of replicates of the *oxsR*-HA C24A integrant were unable to recover from treatment with hypochlorite. Further analysis of the *oxsR*-HA C24A integrant revealed it was deficient in the upregulation of *hvo_1043* transcript levels during hypochlorite stress (Fig. 7A). While the parent (H26) and the *oxsR*-HA integrant strains showed a robust increase in *hvo_1043* transcript levels when exposed to hypochlorite, the *oxsR*-HA C24A integrant and *ΔoxsR* mutant displayed no such increase (Fig. 7A). To determine whether the C24A had an impact on OxsR protein abundance in the cell, the levels of OxsR-HA and OxsR-HA C24A were compared by anti-HA tag immunoblotting analysis (Fig. 7B). The anti-HA antibodies were found to be specific to the strains expressing the OxsR-HA variants, as no signal was detected in the parent strain devoid of the HA tag. Furthermore, visual inspection of the immunoblots revealed the OxsR-HA C24A and OxsR-HA to be comparable in protein abundance, suggesting the C24A modification did not impact OxsR expression or stability. While amino acid substitution at C24 did not alter OxsR protein abundance, it did eliminate the ability of OxsR to facilitate the recovery of cells from hypochlorite treatment and to upregulate the level of *hvo_1043* transcripts during this stress. Thus, C24 appears to be important for OxsR function as a transcriptional activator when strong oxidants of cellular thiols are introduced into the environment.

**FIG 7:**
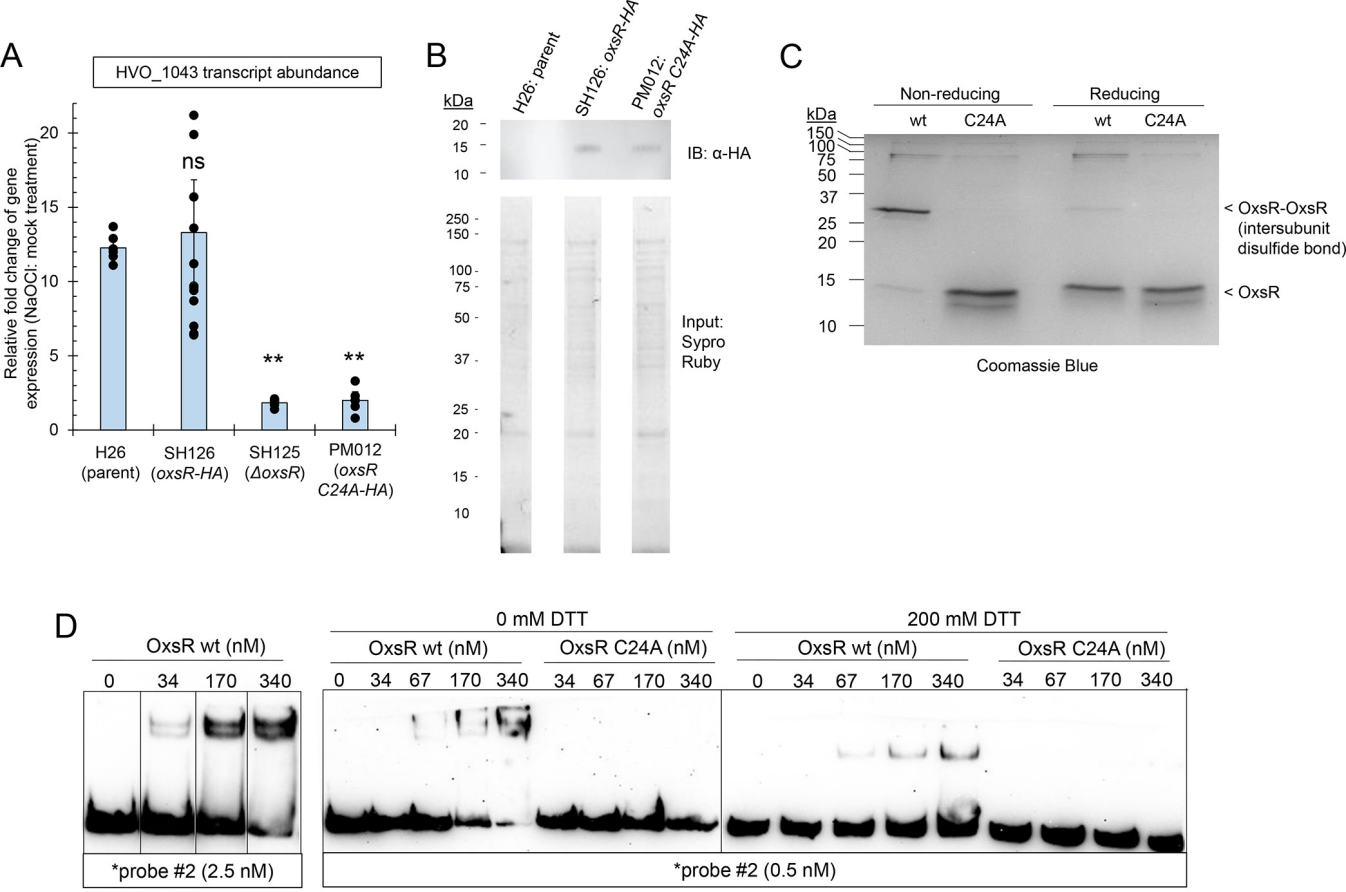
Conserved cysteine residue (C24) and its role in OxsR function. (A) Impact of OxsR C24A on the relative-fold change of *hvo_1043* transcript levels during hypochlorite stress. H. volcanii strains as indicated on the *x* axis were grown to early exponential phase in GMM and treated with 0 and 2.5 mM NaOCl for 15 min. This time frame was found to result in a 10- to 40-fold increased abundance of *hvo_1043* transcripts in the parent strain. Total RNA was extracted and used for qRT-PCR analysis. The internal reference *hvo_1015* normalized levels of the gene expression were at 1-fold relative fold change. Significant differences between the parent and mutant by the Student's *t* test analysis (**, *P*-value ≤ 0.001; *, *P*-value ≤ 0.05). n.s., not significant. (Exp./Bio:2 to 4; Tech: 3 replicates). (B) Detection of OxsR-HA with and without the C24A variant in H. volcanii cells. Strains were grown to early log phase (OD600 of 0.3 to 0.5). Upper panel: Immunoprecipitates (10 μL per lane) were separated by reducing 15% SDS-PAGE for 2 h at 100 V. Proteins were detected by immunoblotting analysis using anti-HA tag HRP (# ab1190) antibodies at 1:20,000 dilution and ECL Prime. Signal was visualized after a 30-s exposure. Molecular mass standards were Precision Plus Protein Kaleidoscope. Lower panel: Total protein input separated by reducing 12% SDS-PAGE prior to immunoprecipitation detected by Sypro Ruby staining is included as control. Samples were normalized as 4 μL (0.04 OD_600_ units cell pellet) per lane. (C) OxsR forms an intersubunit disulfide bond. OxsR wt and C24A proteins were purified with a C-terminal StrepII tag and separated by reducing and nonreducing 16% SDS-PAGE as indicated. (D) Analysis of OxsR binding to DNA by EMSA. Reactions (12 μL) were separated by 9% PAGE in 0.5×TBE buffer pH 8.3 after incubation with 1% formaldehyde for 10 min at room temperature in 50 mM HEPES, pH 7.5, 2 M NaCl, 10% glycerol, 15 mM MgCl_2_, 1 mM EDTA supplemented with 0.25 μg/μL BSA and 0.1 μg/μL sheered salmon sperm DNA. Biotinylated (*) probe was added as indicated. OxsR wt and C24A protein concentrations were based on purified homodimer. See Materials and Methods for details.

### OxsR forms an intersubunit disulfide bridge at C24.

We next examined whether OxsR forms an intersubunit disulfide bridge at C24. The OxsR (wt and C24A) proteins were fused to a C-terminal StrepII tag, expressed, and purified from an H. volcanii *ΔoxsR* mutant. This approach allowed for the synthesis and purification of these proteins in high salt buffers compatible with haloarchaeal protein function and stability (54, 75). The *ΔoxsR* mutant encoding OxsR-StrepII recovered from hypochlorite stress similarly to wild type, revealing the biological activity of OxsR with the StrepII tag was intact (Fig. 2A). Once purified, the OxsR-StrepII (wt and C24A) proteins were analyzed for the formation of disulfide bonds by SDS-PAGE with and without reducing reagent (Fig. 7C). In the presence of the reducing reagent dithiothreitol (DTT), the OxsR wt and C24A proteins migrated at 14 kDa consistent with their theoretical molecular mass. By contrast, when the reducing reagent was excluded from the assay, an additional band of 28 kDa was observed for the OxsR wt protein that was not present in the C24A variant. These results revealed OxsR forms an intersubunit disulfide bridge at C24.

### OxsR binds DNA *in vitro* and C24 appears important for this binding.

Purified OxsR was next examined for its ability to bind DNA carrying the intergenic region with the CG-rich motif 5′ of *hvo_1043* by electrophoresis mobility shift assay (EMSA). The EMSA was modified to allow for analysis of this “salt-loving” protein in buffer supplemented with 2 M NaCl (see Materials and Methods for details). At concentrations ≥ 34 nM, OxsR bound to dsDNA that included the CG-rich repeat of CGGTCGTCCG upstream of *hvo_1043* (Fig. 7D). An approximately 50% reduction in OxsR binding was observed when the CG-rich motif was modified to atGTatTCat on the target DNA (Fig. S6A, B). OxsR binding to the intergenic region 5′ of *hvo_1043* appeared specific based on competition assay (Fig. S6C). The intersubunit disulfide bond was important for the DNA binding of OxsR, as OxsR with the amino acid substitution of C24A did not display DNA binding and inclusion of DTT increased the abundance of 5′-end labeled probe detected in the unbound state and reduced the complexity of gel-shifted bands detected by EMSA (Fig. 7D). Overall, these results reveal OxsR (covalently linked via an intersubunit disulfide bond) can bind dsDNA with sequence that includes the CG-rich motif and corresponds to the intergenic region 5′ of *hvo_1043*. The evidence does not rule out that additional sequence or DNA structural/architectural features are responsible for OxsR binding/recognition, as is seen for MerR family TFs (76).

10.1128/mbio.00633-22.6 FIG S6 Analysis of OxsR binding to DNA by electrophoretic mobility shift assay (EMSA). Download FIG S6, PDF file, 0.6 MB. Copyright © 2022 Mondragon et al. 2022 Mondragon et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## DISCUSSION

Here, we advance knowledge of oxidative stress signaling in prokaryotes by associating TrmB-like single winged-helix DNA binding domain proteins from diverse archaea as thiol-based transcriptional regulators of oxidative stress response. TrmB is a large and diverse protein family that accounts for over 10% of the total TFs in archaea and 0.5% of the TFs in bacteria; however, thiol-based sensory mechanisms were not previously reported for this family. Using the TrmB-like OxsR of Haloferax volcanii as a model, we demonstrate that this protein functions as a transcriptional activator and repressor of a large gene coexpression network associated with oxidative stress response. A conserved cysteine residue serves as the thiol-based sensor for this function and likely forms an intersubunit disulfide bond during hypochlorite stress that stabilizes a homodimeric configuration of OxsR with enhanced DNA binding properties.

Our study relies upon H. volcanii cells grown in glycerol minimal medium and exposed to hypochlorite. Thus, the antioxidants present in complex, undefined medium did not complicate our experiments. The hypochlorite used for the environmental cue is a reactive species common to biological systems of high chloride concentration (57). Furthermore, the carbon and energy source, glycerol, was of relevance to hypersaline habitats, where micro algae accumulate large amounts of glycerol for osmotic stabilization, which is released into the environment (77) for use by heterotrophs such as H. volcanii which prefers glycerol over glucose (78).

Evidence suggests OxsR binds a conserved CG-rich DNA motif in promoters of select genes. Promoters with CG-rich motifs located 5′ of the TATA box and BRE consensus were activated by OxsR, whereas those with 3′ CG-rich motifs were repressed. These data suggest that the motif may serve as an OxsR binding site and that the positioning of this site in relation to core promoters (TATA binding protein/transcription factor B binding sites) may determine whether OxsR functions as an activator or repressor (79, 80).

While the CG-rich DNA motif is common to many of the sites bound by OxsR, not all of the OxsR-bound sites share this motif. One possible explanation for this finding is that other protein factors could associate with and influence the type of binding site recognized by OxsR. Consistent with this hypothesis, some gene induction at early time points following exposure to hypochlorite is still observed in the *ΔoxsR* strain for certain OxsR activated genes (*hvo_0811*). Late repression is also possible for other genes (*hvo_0039*), invoking the involvement of another regulator. One candidate is HVO_1360, a small TrmB family protein that shares 28% amino acid identity with OxsR and similarly clusters to arCOG02242 (Fig. S7A). Three-dimensional-structural modeling suggests HVO_1360 forms a wHTH domain flanked on each side by two α-helices much like OxsR (Fig. S7B). Thus, HVO_1360 could potentially form a heterodimer with OxsR that is stabilized by an intersubunit disulfide bond at the anti-parallel α interface of these two subunits (OxsR C24 bound to C21 or C15 of HVO_1360). Formation of this type of complex could alter the DNA sites bound by OxsR and present in the ChIP-seq data set. Hetero- versus homodimerization is found to alter the DNA binding specificity of eukaryotic TFs (81). An alternative explanation is that OxsR has an extensive DNA footprint with limited to no recognizable motif as seen for other TFs (discussed in detail below).

10.1128/mbio.00633-22.7 FIG S7 TrmB family proteins HVO_1360 and OxsR (HVO_2970) are structurally related. Download FIG S7, PDF file, 0.3 MB. Copyright © 2022 Mondragon et al. 2022 Mondragon et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

TFs with thiol-based redox switches are common in bacteria (4, 5). These TFs are generally classified into 1-Cys and 2-Cys based on sensing through one or two cysteine residues, respectively. Methionine or histidine residues, flavin cofactors, iron, iron-sulfur clusters, and heme centers are also used in bacterial TFs to sense redox status and can be found as added sensors in the thiol-based TFs. ROS or other redox-active compounds can cause specific modifications that lead to conformational changes of these TFs and result in the loss, gain or alteration of their DNA binding activity. Examples of bacterial TF thiol-based modifications include inter- or intrasubunit disulfide bond formation, S-thiolation (mixed disulfides of proteins and low molecular weight thiols), cysteine phosphorylation, and thiol-S-alkylation. These modifications can lead to transcriptional activation, repression, or derepression depending on the TF. Many bacterial TFs with thiol-based switches are inactivated by redox stress leading to transcriptional derepression or deactivation, e.g., 1-Cys OhrR (11, 12), 2-Cys OhrR (13), SarA/MgrA (14), PerR (15), HypR (16), YodB (17), QsrR (18), MosR (19), SarZ (20). One of the most versatile groups of thiol-based bacterial TFs activated by stress are the OxyR homologs of the LysR family including 2-Cys and 1-Cys type. In the presence of peroxide, nitric oxide (NO) or oxidized glutathione (GSSG), OxyR forms intramolecular disulfide bonds (2-Cys OxyR) or other posttranslational thiol modifications that can transform the TF into a transcriptional activator (21) or repressor (22) or lead to derepression (23). In the oxidized state, OxyR forms tetramers that bind DNA with an extensive footprint (~50 bp) composed of repeating spaced elements of limited sequence similarity (82, 83). The well-known bacterial SoxRS operon is also activated by oxidative stress, with its DNA binding activity triggered by the oxidation or nitrosylation of [2Fe-2S] clusters (24, 25). By contrast, bacterial FNR homologs require the presence of an intact 4Fe-4S cluster (otherwise disrupted by oxygen) for function as global transcription regulator when oxygen becomes scarce (26).

Thiol-based redox switch TFs are also found in archaea and eukaryotes. Prior to our work, thiol-based redox switches were identified in TFs of archaea but limited to the ArsR family of transcriptional repressors MsvR (31–33) and SurR (27–30). Upon shifts to oxidizing conditions, these 2- and 5-Cys TFs form intra- and intersubunit disulfide bonds (SurR [29] and MsvR [32], respectively) that result in TF inactivation and transcriptional deactivation and/or derepression. In yeast, Yap1 is identified as a basic leucine zipper (bZIP) TF that uses a thiol-based redox switch to function as a central regulator of oxidative stress response pathways (84, 85). In the presence of H_2_O_2_, Yap1 forms intramolecular disulfide bonds that alter its conformation and mask its nuclear export signal. These changes promote the accumulation of Yap1 in the nucleus and stimulate transcriptional activation of its regulon (86), with formation of an intermolecular thiol intermediate between Yap1 and the thiol peroxidase Gpx3 inhibiting this activity (87). Thus, of the various domains of life, thiol-based TFs that are activated by oxidative stress and mediate a global response have yet to be reported in archaea.

Small wHTH domain proteins that cluster to arCOG02242 similarly to OxsR are characterized in *Crenarchaeota* including Lsr14, Smj12, and others (Table S1). Of these proteins, Lsr14 purifies as a homodimer and forms large footprints (>50 bp) over its own promoter and the alcohol dehydrogenase (*adh*) promoter suggesting it functions as a transcriptional repressor (88–90). The size of the footprints suggests that Lsr14 assembles from a homodimer into higher-order complexes in the promoter region (90). Lsr14 is also found to associate with other DNA binding proteins, such as the benzaldehyde-activated TF (Bald) and the chromatin remodeling proteins Sso7d and Sso10b (Alba), suggesting additional levels of regulation (90). While of low protein abundance in the cell, the related Smj12 displays activities which suggest it has a role in chromatin remodeling including binding DNA nonspecifically, stabilizing the DNA double helix, and introducing positive supercoiling in DNA (91). More recently, Lrs14, AbfR1, and AbfR2 proteins of this arCOG group are correlated with biofilm formation, adhesion, and motility (92, 93), with phosphorylation of AbfR1 Y84 and S87 found important for its binding to promoter regions (94).

10.1128/mbio.00633-22.9 TABLE S1 Representative TrmB family (PF01978) proteins of arCOG02242. Download Table S1, PDF file, 0.2 MB. Copyright © 2022 Mondragon et al. 2022 Mondragon et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Based on this study, we find OxsR to have common and distinct properties with the arCOG02242 group representatives that have been characterized. While a CG-rich motif appears important for the DNA binding and transcriptional activity of OxsR at promoter regions, the ChIP-seq enrichment peaks for OxsR were on average 700 bp (Data set S1), which is wider than the peaks observed for other previously characterized halophilic TFs (40, 95). Furthermore, our ChIP-seq analysis revealed six operons to have multiple 5′ intergenic sites bound to OxsR (i.e., *hvo_A0618*, *hvo_2758*, *hvo_1875*, *hvo_0198*, *hvo_1043*, and *hvo_1342*). These results suggest OxsR homodimers may form higher order structures and bind DNA with large footprints similarly to Lsr14. 

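Regions bound in NaOCl had a mean width of 640 bp ± 248 (SD, n = 110 regions) and ran from 200 to 1400 bp. Mock regions had a mean width of 667 bp ± 293 (SD, n = 24). The widths listed in Data set S1 have a mean of 707 bp and are not a like measure. They span the gene in 92 of 100 entries within genes and the gap between genes in 51 of 59 intergenic entries. The 10 strongest NaOCl regions had a mean width of 1020 bp ± 175 (SD), and the other 100 had a mean of 602 bp ± 221 (SD). The widest of the 10, at HVO_1342, covered 1400 bp (main chromosome, 1221000 to 1222399), and that at HVO_A0618 covered 1200 bp of pHV4 (616800 to 617999). The regions at HVO_1668 and HVO_1166 covered 600 bp each. Single peaks were narrower than the regions that join them. The mean peak width per library was 442 bp ± 32.2 (SD, n = 4) for mock and 495 bp ± 29.5 (SD, n = 4) for NaOCl, a difference that did not pass the exact permutation test (two-sided p = 0.0571), and the median was 400 bp in all 8 oxsR-HA libraries. Counting only the bases covered by at least 3 libraries gave a mean of 433 bp ± 248 (SD, n = 24) for the mock regions and 502 bp ± 233 (SD, n = 110) for the NaOCl regions, so the order of the conditions turns with this choice, and neither difference in region width was tested. Peak borders lie on 200 bp bins, and the length of the sheared fragments adds to every width.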

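Each library held at most 1 peak over the 5′ region of each of these operons. The 5′ regions of HVO_A0618, HVO_2758, HVO_1875, HVO_0198 and HVO_1043 had a peak in all 8 oxsR-HA libraries, and that of HVO_1342 had one in 7, which gives 47 peaks in all. At HVO_1342 (main chromosome, 1221726 to 1221859) the peak was 333 bp ± 115 wide (SD, n = 3) in mock and 1200 bp ± 283 (SD, n = 4) in NaOCl. At HVO_A0618 (pHV4, 617337 to 617446) it was 500 bp ± 200 (SD, n = 4) in mock and 900 bp ± 115 (SD, n = 4) in NaOCl. At HVO_0198 it was 700 bp ± 200 wide in mock and 1000 bp in every NaOCl library. HVO_1875, with 550 bp ± 100 in mock and 600 bp in every NaOCl library, and HVO_2758, with 550 bp ± 300 in mock and 550 bp ± 252 in NaOCl, differed by less than 1 SD of the mock libraries. These widths were not tested for a difference. Data set S1 lists a single 5′ intergenic region for each of these operons, entered in both conditions with the same borders. Of the 7 intergenic regions that Data set S1 enters in both conditions, 6 are those of these operons. The other lies 3′ of HVO_2238 and HVO_2239. The operons named by the paper are thus exactly those whose 5′ region has an entry for each condition, though the paper does not say whether its multiple sites are these entries. Sites closer together than the 200 bp bins and the sheared fragments resolve would fall in the same peak.

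**Figure D4:**
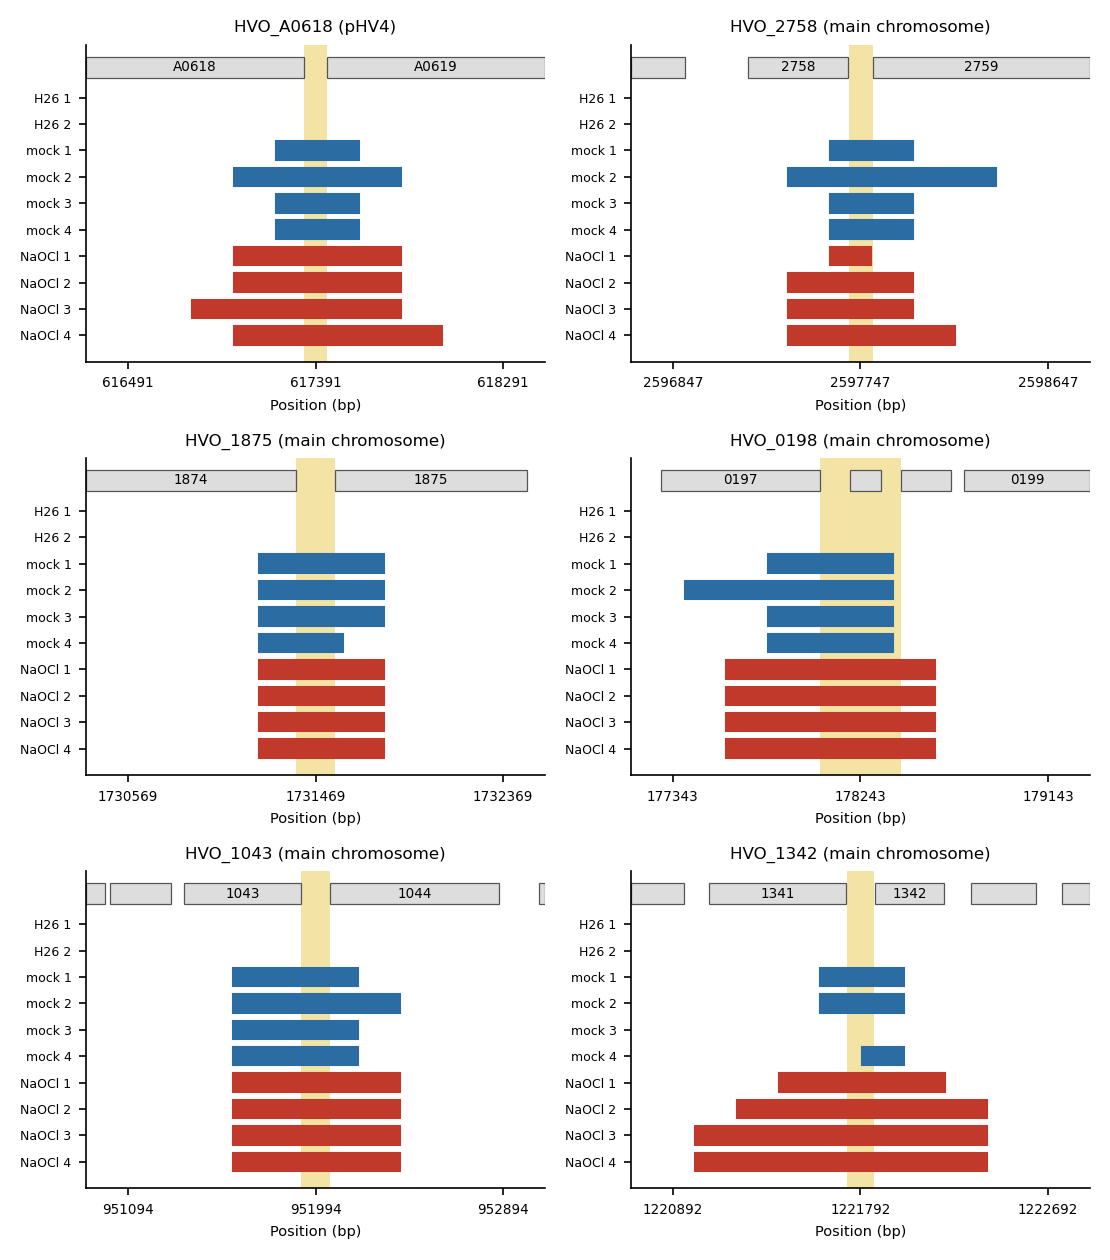
Peaks of each library around the 5′ regions of the 6 operons (position in bp). Grey boxes are genes, the yellow band is the 5′ intergenic region and coloured bars are peaks; each library has at most 1 peak over a band, and mock replicate 3 has none at HVO_1342.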

OxsR does not appear to be a highly abundant protein that nonspecifically binds DNA, as specific sites were identified by ChIP-seq analysis, and OxsR-HA could not be detected by Western blotting without prior enrichment by immunoprecipitation, which contrasts with the HA-tagged TF GlpR (96). Furthermore, unlike abundant proteins such as proteasomes, OxsR is detected in only four of the six whole proteome data sets reported in the Archaeal Proteome Project (ArcPP) (97). 

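OxsR-HA peaks covered a small part of the genome in both conditions. They covered 14650 bp ± 8791 (SD, n = 4) per mock library, or 0.365% ± 0.219 of the genome, and 63600 bp ± 13234 (SD, n = 4) per NaOCl library, or 1.59% ± 0.330. The ratio of the means was 4.34 (two-sided exact permutation test, p = 0.0286, n = 4 per condition). With libraries paired by replicate number, an exact sign-flip test gave p = 0.125, the smallest that 4 pairs allow. The NaOCl library with the most covered bases had 1.86% of the genome in peaks. In H26 the peaks covered 400 bp in replicate 1 and 200 bp in replicate 2. The genome length was taken to the last annotated gene of each replicon, 4009841 bp in all, of which 6643 bp are those of pHV2, a plasmid that Table S2 gives as cured from DS70, the strain from which H26 derives. How much of the genome a list covers also depends on how many reads a library has, which the lists do not give.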

The most important distinction of OxsR with the previously characterized arCOG02242 members is that it is found to use a thiol-based sensor in the transcriptional response associated with recovery from hypochlorite stress.

Posttranslational modification (PTM) appears important in regulating the activity of the arCOG02242 TFs. We find most members of this arCOG group have conserved cysteine residues located at predicted homodimer interfaces formed by either the antiparallel α1 and/or α5 helices (Fig. 6; Table S1). These cysteine residues form intersubunit and intrasubunit disulfide bonds in the X-ray crystal structures of Sto12a and MM_1094 and, thus, could generally serve as redox sensors that influence TF homodimer stability. Ser/Thr and Tyr phosphorylation provides an additional type of posttranslational regulation to consider in the signaling pathway of TFs of the TrmB family arCOG02242 group (94). While the Y84 and S87 phosphosites of AbfR1 are less conserved among the OxsR homologs than the OxsR C24, we find OxsR to have residues (Y88 and T91) analogous to the sites of AbfR1 phosphorylation suggesting PTM cross talk between a thiol-switch and phosphorylation.

In this work, we revealed the requirement of OxsR when H. volcanii is exposed to oxidative stress. This work nicely complements previous findings of RosR function in the haloarchaeal oxidative stress response (61–63), as the mode of DNA binding and mechanism of sensing oxidant appear quite distinct between OxsR and RosR (the latter yet to be determined). OxsR binding regions that were mapped by using a genome-wide ChIP-seq approach provide the biological roles not only as an activator for genes involved in amino acid and thiol transfer but a repressor for DNA repair system (Fig. 8). The conserved DNA motif (CGGnCGnGCG) and cysteine residue are mainly contributed to the OxsR binding; however, other factors that interact with OxsR to find/bind to target DNA regions would be remained to be discovered. Overall, this work supports an emerging principle that OxsR which is widespread in most archaeal phyla plays a pivotal role against oxidative stress.

**FIG 8:**
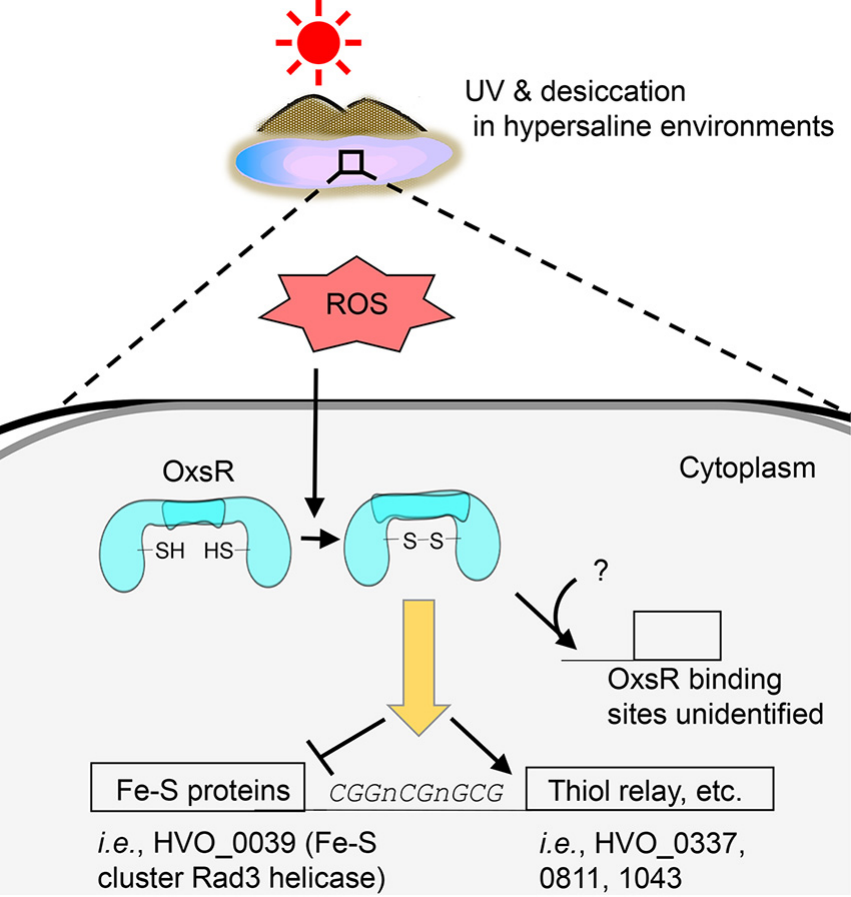
A proposed model of OxsR-mediated oxidative response in H. volcanii. The diagram shows that ROS generated from (a)biotic reactions is sensed by OxsR and then an intersubunit disulfide bond is formed at the conserved cysteine residue, followed by regulating gene expression (activation/repression and target DNA binding).

## MATERIALS AND METHODS

### Materials.

Biochemicals and analytical-grade inorganic chemicals were purchased from Fisher Scientific (Atlanta, GA), Bio-Rad (Hercules, CA), and Sigma-Aldrich (St. Louis, MO). Desalted oligonucleotides were from Integrated DNA Technologies (Coralville, IA). DNA polymerases and restriction enzymes were from New England Biolabs (Ipswich, MA) and Clontech Laboratories, Inc. (Mountain View, CA). Hi-Lo DNA standards were from Minnesota Molecular, Inc. (Minneapolis, MN).

### Strains, media, and growth conditions.

Details of strains, plasmids, and primer sequences used in this study are listed in Table S2. Escherichia coli cultures were grown at 37°C in Luria-Bertani (LB) medium. H. volcanii strains were grown at 42°C in ATCC974 complex medium or GMM as previously described (78). Liquid cultures were grown with rotary agitation at 200 rpm. Media was supplemented with 1.5% agar for plates and with novobiocin (Nv, 0.2 μg mL^−1^) or ampicillin (Ap, 100 μg mL^−1^) as needed. Manipulation of H. volcanii strains and DNA was as described by the *Halohandbook* (http://www.haloarchaea.com/resources/halohandbook/). Plasmids were generated in E. coli TOP10 and then transferred to E. coli GM2163 prior to transformation of H. volcanii. Strain and plasmid fidelity was confirmed by Sanger DNA sequencing (Eton Bioscience, Inc., San Diego, CA).

10.1128/mbio.00633-22.10 TABLE S2 List of strains, plasmids, and primers used in this study. Download Table S2, PDF file, 0.2 MB. Copyright © 2022 Mondragon et al. 2022 Mondragon et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Generation of H. volcanii mutant strains.

The H. volcanii *ΔoxsR* mutant (SH125) was generated using H. volcanii H26 as the parent by a *pyrE2*-based pop-in/pop-out deletion method (48). The predeletion plasmid pJAM3380 was generated by ligation of a DNA fragment carrying *oxsR* and 5′ and 3′ flanking regions (about 600 bp each) into the HindIII to XbaI sites of plasmid pTA131. The *oxsR* region carried on pJAM3380 was generated by PCR using primer pair 1/2 and H. volcanii H26 genomic DNA as a template. Deletion plasmid pJAM3381 was constructed by inverse PCR using primer pair 3/4 and plasmid pJAM3380 as a template. Primer pairs used to screen for the SH125 mutant included 1/2, 3/4, and 5/6 (primers outside the deletion plasmid). Plasmid pJAM3388 was created by ligating a DNA fragment carrying *oxsR* into the NdeI and KpnI sites of pJAM809. The *oxsR* region carried on pJAM3388 was generated by PCR using primer pair 5/6 and H. volcanii H26 genomic DNA as a template. This plasmid and the empty vector (pJAM202c) were transformed into the *ΔoxsR* mutant (SH125) for complementation assay. A similar pop-in/pop-out strategy was used to generate the other H. volcanii strains, including SH126, PM057, PM058, PM059, and PM012. Plasmid pJAM3389 used to integrate the *oxsR::HA* coding sequence into the *oxsR* locus was generated by inverse PCR using primer pair 7/8 and plasmid pJAM3380 a template. Strain SH126 was screened using primer pair 9/10. For site-directed mutagenesis to generate pJAM3901 (that encodes OxsR C24A with C-terminal HA tag), plasmid pJAM3389 and overlapping primer pair 11/12 were used to amplify a linear plasmid by PCR that was DpnI treated to remove template and ligated using a KLD Enzyme Mix (NEB). For deletion of *hvo_1043*, the *hvo_1043* region carried on pJAM3919 was generated by PCR using primer pair 27/28 and H. volcanii H26 genomic DNA as a template. Deletion plasmid pJAM3920 was constructed by inverse PCR using primer pair 29/30 and plasmid pJAM3919 as a template. Primer pairs used to screen for mutants included 27/28 (primers outside the deletion plasmid). The deletions of the CG-rich motif 5′ of *hvo_1043* were performed in a similar matter but used different primers. To generate the 24 bp deletion, primer pair 31/32 was used for inverse PCR with pJAM3919 as the template. For the 12 bp deletion of the CG repeat, primer pair 33/34 was used for inverse PCR with pJAM3919 as the template. All constructed plasmids were verified by the Sanger DNA sequencing method (Eton Bioscience, Research Triangle Park, NC). The SH125 (*ΔoxsR*) mutant was also confirmed by comparison to the H26 parent using the breseq pipeline (98) for whole-genome sequencing (Data set S1). Expression plasmids pJAM4019 (OxsR-StrepII) and pJAM4020 (OxsR C24A-StrepII) were generated by ligation of the PCR product generated using the primer pair 5/35 with PM012 genomic DNA and pJAM3901 as the templates, respectively, into the NdeI and KpnI sites of pJAM809.

### Hypochlorite stress growth assay.

For hypochlorite stress growth assays, the following method was used. The H. volcanii strains were streaked from −80°C glycerol stocks onto GMM plates and incubated for 5 days in a closed plastic zippered bag at 42°C. Five isolated colonies were inoculated into 50 mL of GMM in 250 mL Erlenmeyer flasks. Cells were grown to late log phase (OD_600_ of 0.85 to 0.95) at 42°C (200 rpm, rotary shaking). Cells were diluted with fresh GMM to a OD_600_ of 0.1 unit in 95 mL final volume. Aliquots (5 mL) of this cell suspension were transferred into 12 loosely capped 13 × 100 mm culture tubes per strain type and incubated for 10 h at 42°C with aeration using a mini rotator (Glas-Col from Terre Haute in the USA) at a max percent speed setting of 50. Once cells reached log phase (OD600 of 0.4 to 0.6), half of the 12 tubes were randomly selected for supplementation with or without 5 mM NaOCl (sodium hypochlorite reagent grade, available chlorine 10% to 15%, Sigma-Aldrich, #425044-250mL), which forms hypochlorite in solution. The tubes were returned to the mini rotator and cell growth was monitored for 10 days at OD600 using a Spectronic 20+ spectrophotometer (ThermoSpectronic, Filter:600 to 950nm). The experiment was determined to be reproducible (*n* = 12 total; six tubes per strain plus condition for each of two experiments). Initial analysis by circular rotary shaking yielded variable results, most likely due to the microaerobic conditions which promoted extensive incubation times after exposure to hypochlorite.

### Quantitative real-time reverse transcriptase PCR analysis.

H. volcanii strains for quantitative real-time reverse transcriptase PCR (qRT-PCR) analysis were streaked from −80°C glycerol stocks onto defined minimal media (GMM) and incubated for 5 days in a sealed plastic zippered bag at 42°C. Isolated colonies were inoculated into 20 mL of GMM in 125-mL Erlenmeyer flasks. Cells were grown to early log phase (OD_600_ of 0.3 to 0.5) at 42°C (200 rpm). For each strain, aliquots (1 mL) of the cell culture (20 mL) were transferred to 1.5 mL microcentrifuge tubes (RNase-free), and each sample was exposed to 2.5 mM NaOCl for different times (5, 10, 15, and 20 min) at 42°C (200 rpm). A mock control was included for comparison of each time point. Total RNA was isolated from cells using TRI Reagent (#T9424) according to the supplier (Sigma-Aldrich). TURBO DNA-free Kit (AM1907) was used to remove contaminating DNA from the RNA samples according to the supplier’s recommendations (Invitrogen). Only RNA samples with DNA below the limit of PCR detection were further processed. RNA integrity was confirmed by mixing samples 1:1 in 2X RNA loading dye (B0363S; New England Biolabs) and separating by 0.8% (wt/vol) agarose gel electrophoresis in 1X TBE. Only RNA (2 ng) samples with no apparent degradation served as the template for qRT-PCR in 20-μL reactions. The Luna Universal One-Step RT-qPCR kit (E3005L) was used for qRT-PCR analysis following the protocol described by the supplier (NEB) by using a CFX96 real-time C1000 thermal cycler (Bio-Rad). The reverse-transcription was performed under conditions of 55°C for 10 min. The qRT-PCR was performed under conditions of 40 cycles at 95°C for 1 min, 95°C for 10 s, and 56°C for 15 s. An extension of 60°C for 30 s was performed followed by determination of the melting curve under conditions of 95°C for 10 s and increase in temperature from 60°C to 95°C for 5 s each. A single peak revealed by the melting curve indicated a single product. The internal standard HVO_1015 was used to normalize the target mRNA levels, based on finding its transcript levels were unperturbed by HOCl stress. Genomic DNA served as the template to test different primer pairs for PCR efficiency. Primers with PCR efficiency between 95% and 105% are listed in Table S2. For the analysis for qRT-PCR, fold-ratios of relative-fold change in gene expression were calculated using the 2^-ΔΔCt^ method (99). For the statistical analysis, the Student’s *t* test was conducted to compare the mean of gene expression between the H26 parent and *ΔoxsR* mutant strain (SH125). For the qRT-PCR analysis of the *Δhvo_1043* mutant (PM057), strains with deletions of the OxsR binding motif identified 5′ of the promoter region of *hvo_1043* (PM058 and PM059), and the *oxsR*-HA C24A integrant strain (PM012), the same method was used as explained above, except no time course was performed. The strains were exposed to 2.5 mM NaOCl for 15 min, and a mock control was included for each strain. All experiments were performed in biological duplicate or quadlets and technical triplicate.

### Preparation for ChIP-sequencing and data analysis.

Four single colonies of SH126 (*oxsR-HA* integrant) and two colonies of H26 were inoculated in 5-mL GMM and grown aerobically at 42°C to early stationary phase to synchronize growth phase (OD600nm, ~1.0) with shaking (200 rpm). Cells were transferred to fresh 100-mL GMM, and 2.5 mM NaOCl was added for 20 min when cells reached log phase (OD600nm, 0.3 to 0.5) for the oxidative stress group. A mock control was included for comparison. ChIP-seq samples were prepared as the previous method with modifications (100). Briefly, to cross-link, 37% formaldehyde was added to the culture at the final concentration of 1% and the cell culture was incubated on a rocking platform for 20 min at room temperature. A final concentration of 0.125 M glycine was added to stop the cross-linking reaction and the whole cells were washed three times with cold basal salts buffer followed by storage at −80°C until sonication. The cell pellet was thawed and resuspended in 800 μL lysis buffer (50 mM HEPES, 140 mM NaCl, 1 mM EDTA, 1% [vol/vol] Triton X-100, 0.1% [wt/vol] sodium deoxycholate, pH 7.5) containing protease inhibitor cocktail (Thermo Scientific) to shear DNA by Bioruptor 300 sonication system (Diagenode) with 15 cycles of 30 s on and 90 s off at high magnitude. The sheared DNA was monitored to confirm the genomic DNA was a smear between 200 and 800 bp with the highest concentration of fragments ~500 bp by 1.2% (wt/vol) agarose gel electrophoresis. For immunoprecipitation, the sheared DNA was immediately incubated overnight with the complex anti-HA tag antibody (Abcam, ab9110) and Dynabeads protein A (Invitrogen) at 4°C. Enriched DNA/OxsR complexes were eluted by adding 50 μL elution buffer (50 mM Tris, 10 mM EDTA, 1% SDS [wt/vol], pH 8.0) and incubation at 65°C for 10 min. Reverse cross-linking was performed by incubating in TE/SDS (10 mM Tris, 1 mM EDTA, 1% SDS) overnight at 65°C. DNA, of which the RNA was removed, was subsequently extracted by a phenol-chloroform method. Library preparation and deep sequencing were carried out at Duke sequencing core. Sequencing reads were trimmed and controlled their quality (Phred score > 30) by TrimGalore! wrapper pipeline (https://github.com/FelixKrueger/TrimGalore) with default parameters. The preprocessed reads were mapped (alignment rate > 95%) using Bowtie2 (101) to the H. volcanii DS2 reference genome (https://www.ncbi.nlm.nih.gov/genome/1149?genome_assembly_id=170797). The mapped reads were then sorted and indexed by Samtools (102). Peaks (cutoff, Qval < 0.05) were called by MOSAiCS (103) and checked for quality by ChIPQC (104). DiffBind was used to identify significant peaks that were present at least three of four biological replicates (105), and ChIPseeker was used to annotate the peaks (see the peak information in Data set S1) (106). Peak heights reported represent the mean of the ratio of read counts in the IP sample versus input control. Integrative genomics viewer (IGV) was used for the manual evaluation of peak height and peak location, as well as for the data visualization (107). For all gene lists harboring peaks in their upstream coding region, a functional enrichment was performed with arCOG categories (67) based on the hypergeometric distribution test as described previously (108, 109). Code associated with this ChIP-seq analysis are freely available at https://github.com/amyschmid/OxsR_ChIP_WGS.

### RNAseq.

Strains H26 wild-type and mutant (*ΔoxsR*) were streaked on fresh ATCC974 medium plates from −80°C stock and grown for 5 days. Colonies were transferred to fresh ATCC974 liquid media in 13 × 100 mm culture tube and incubated at 42°C for 17 h (aeration by rotary shaking, 200 rpm) to exponential phase (OD600nm of 0.3 to 0.7). Cells were transferred to fresh ATCC974 liquid medium in 13 × 100 mm culture tube and similarly incubated for 15 h until early exponential phase (OD600 nm of 0.3 to 0.5). The culture was transferred to a 125 mL Erlenmeyer flask in 50 mL of ATCC974 liquid medium and similarly incubated for 10 h to reach an early exponential phase. An aliquot (10 mL) of cell culture was transferred to 15 mL conical tubes for each strain and centrifuged for 5 min at 5,000 × *g* at room temperature to remove the complex medium. Cells were washed twice with GMM to remove any remaining ATCC974 medium. The cells were resuspended 50 mL of GMM and divided into two 125 mL Erlenmeyer flasks (25 mL per flask). Cells were exposed to 1.5 mM HOCl or the mock only water for 1 h at 42°C with aeration at 200 rpm. After treatment, 10 mL cultures were transferred to 15-mL conical tubes and harvested by centrifugation (5 min at 5,000 × *g*, 22°C). The supernatant was removed, and the cell pellets were flash frozen on an ice bath with 100% ethanol and NaCl. Cell pellets were stored at −80°C. The RNA was extracted using TRI Reagent (#T9424, Sigma-Aldrich). To verify RNA integrity, the samples were separated by 0.8% (wt/vol) agarose gel electrophoresis (at 90 V for 20 min) in 1X TAE buffer using 2X RNA Loading Dye (#R0641, Thermo Fisher Scientific). The samples were then treated with TURBO DNase-free kit (AM1907, Invitrogen) to remove traces of DNA. Only RNA samples with DNA below the limit of PCR detection were further processed. From each sample preparation, total RNA ≥ 6 μg in 50 μL with RNA Integrity Number (RIN) value ≥ 6 was used to prepare a cDNA library and analyzed by high-throughput sequencing (Novogene) as follows: the abundance of rRNA was reduced using the Ribo-Zero Magnetic kit, and the cDNA was prepared using a 250- to 300-bp insert strand-specific library. The library was sequenced using the Illumina Platform PE150, Q30 ≥ 80% yielding 2G raw data/sample. Sequences from rRNAs were removed from the output, and the remaining sequences were mapped against the H. volcanii DS2 genome with Bowtie2, followed by counting the sequencing reads with HTSeq (110), and finding differentially expressed genes (DEGs) with DESeq2 (111). Two pairwise contrasts were applied: +NaOCl versus mock in parent and +NaOCl versus mock in *ΔoxsR*. For each contrast, DEGs were defined by the fold change cutoff (|log_2-fold_ change| >1) and the adjusted *P* value (padj < 0.05) (Data set S1). Code associated with this analysis is available for download via the repository https://github.com/amyschmid/OxsR_ChIP_WGS.

### Immunoprecipitation of OxsR-HA with and without the C24A mutation.

*Hfx. volcanii* strains H26, SH126 (H26 *oxsR*:HA integrant), and PM012 (H26 *oxsR*:HA C24A integrant) were inoculated from ATCC 974 plates to glycerol minimal medium (GMM) (3 mL in 13 × 100 mm tubes) and grown to late log phase (OD600,0.8 to 1.0). Cells were diluted to an OD600 of 0.03 into fresh GMM (25 mL in 250 mL Erlenmeyer flask) and grown to log phase (OD600, 0.8 to 1.0). Cells were transferred to fresh GMM (200 mL cultures in 1 L Erlenmeyer flask) and grown to stationary phase (OD600, 1.6). Cells were harvested by centrifugation (10,000 × *g* for 30 min, 4°C). Cell pellets were washed with 150 mL 20% salt water (SW, where 20% is composed of 2.46 M NaCl, 88 mM MgCl_2_, 142 mM MgSO_4_, 56.3 mM KCl, 42 mM Tris-Cl, pH 7.5) by centrifugation (10,000 × *g* for 20 min, 4°C). Cell pellets were stored at −80°C for 2 days before use. Cell pellets were resuspended in 0.8 mL of 0.2% (wt/vol) SDS in lysis buffer composed of 50 mM HEPES, 2 mM EDTA, 150 mM NaCl, 1% (vol/vol) Triton X-100, 0.1% (wt/vol) sodium deoxycholate, pH 8.0. Throughout the immunoprecipitation experiment, the buffers were maintained on ice and supplemented with protease inhibitor cocktail according to supplier (Sigma). The resuspended cells were incubated on ice for 15 min and subsequently sonicated with an aspiration probe for 10 cycles (10 pulses, 0.5 s on, 0.5 s off at 30% amplitude) (Sonic Dismembrator Model 500 fitted with a Branson model 102C aspiration probe, Fisher Scientific and Branson Ultrasonics, Danbury, CT) with ice-slurry incubations of at least 1 min between cycles. The sonicated samples were centrifuged (16,873 × *g* for 30 min, 4°C). The supernatant was transferred to a 15-mL Falcon tube (Fisher Scientific), supplemented with 1 μg of α-HA-antibody (ChIP Grade, product # ab9110, Abcam, Cambridge, MA) in 3-mL ice-cold ChIP lysis buffer and incubated for 4 h at 4°C with rocking. During this time, Protein A Dynabeads (50 μL, Invitrogen) were prewashed two times in a 2 mL microcentrifuge tube (natural color) with 1 mL 1 × phosphate-buffered saline (PBS) at pH 7.4 (containing 8.0 g NaCl, 0.2 g KCl, 1.44 g Na_2_HPO_4_, and 0.24 g KH_2_PO_4_ per L) (where the beads were washed by application of slurry to a magnet and removal of supernatant by aspiration). Beads were blocked by addition of 400 μL BSA in PBS buffer (1 mg·mL^−1^). The BSA-bead slurry was added to the preincubated sample and further incubated overnight (rocking at 4°C). After incubation, the supernatant was removed from the beads (via magnet and aspiration), and the beads were resuspended in ice-cold lysis buffer (1 mL). The bead-slurry was transferred to a fresh 2-mL tube, and the supernatant was removed by application to a magnet and aspiration. This wash step was repeated for a total of two times and followed by subsequent washing steps that were each repeated twice with the following buffers: wash buffer 1 (lysis buffer with 150 mM NaCl), wash buffer 2 (10 mM Tris-Cl, 2 mM EDTA, 25 mM LiCl, 1% [wt/vol] Nonidet P-40, 1% [wt/vol] sodium deoxycholate, pH 8.0) and TE buffer (10 mM Tris-Cl, 1 mM EDTA, pH 8.0), respectively. After washing, the beads were resuspended in 100 μL 2 × SDS reducing buffer (125 mM Tris-HCl, pH 6.8, 20% glycerol, 4% SDS, 0.1% bromophenol blue and 5% β-mercaptoethanol) and boiled for 10 min. The samples were centrifuged (5,000 × *g* for 5 min, room temperature). The supernatant was stored in a fresh 2-mL microcentrifuge tube and analyzed by immunoblotting. The remaining supernatant was stored at −20°C for future use.

### Immunoblotting (western) analysis.

Immunoprecipitants (10 μL per lane) were separated by reducing 15% SDS-PAGE. Proteins were transferred to PVDF membrane at 4°C for 14.5 h at 30 V using the mini transblot module in transblot buffer (10 mM MES buffer pH 6 and 10% [vol/vol] methanol) according to the supplier’s instructions (Bio-Rad). The membrane was removed from the cassette, and the location of the gel and protein standards were marked on the membrane using a pencil. The membrane was placed upright in an 18 cm × 10 cm plastic container and rinsed with 30 mL of 1x TBST (50 mM Tris-Cl, pH 7.5, 150 mM NaCl, and 0.5 mL/L Tween 20) for 30 min. The membrane was soaked with 100% methanol and dried for 1 h at room temperature under laminar airflow. The membrane was reactivated with 100% methanol, washed briefly with 1X TBST three times, and blocked for 3 h at 4°C in 60 mL blocking buffer composed of TBST buffer supplemented with 5% (wt/vol) BSA (Sigma Life Science). During the blocking stage, the membrane was gently rocked using the Lab-Line Rocker on medium (5 or 6) setting. The blocking solution was replaced with a solution of anti-HA tag horseradish peroxidase (HRP) antibody (ab1190) diluted to 1:20,000 in 60 mL of the blocking buffer. The membrane was incubated with gentle rocking for 1 h at 4°C. The membrane was rinsed for 1.1 h at room temperature with 50 mL TBST buffer seven times using the high setting of the rocker. The HRP signal of the antibody: protein complexes was visualized on the PVDF membrane by chemiluminescence using 2 mL of Amersham ECL Prime from CGE Healthcare Life Sciences and exposure to the iBright FL1500 Imaging System (A44241).

### Purification of OxsR wt and C24A proteins for *in vitro* analysis.

*H volcanii* SH125 (H26 Δ*oxsR*), carrying pJAM4019 and pJAM4020, were used for purification of OxsR wt and C24A proteins with a C-terminal StrepII-tag. Strains were grown to stationary phase (OD600 2.2 to 3.0) at 42°C in ATCC974 rich medium supplemented with novobiocin (0.3 μg/mL) (200 rpm rotary shaking for ~3 days). Cultures (4 × 750 mL in 2.8 L Fernbach flasks) were harvested by centrifugation (1,912 × *g*, 20 to 30 min at 25°C). Cell pellets were stored at −80°C until use. Cell pellets were resuspended in 5 mL to 1 g (wet weight) cells in lysis buffer (100 mM Tris-Cl buffer, pH 7.5, 2.0 M NaCl, 1.0 mM TCEP, 1 mM CaCl2, 3 mM MgCl2, DNase I [10 μg/mL], and Pierce EDTA-Free Protease Inhibitor Tablets [Thermo Fisher Scientific, USA, Cat No. A32965; 1 tablet/50 mL]). Resuspended cells were lysed using the French press method to a minimum high ratio of 140 (2,000 to 2,500 lb/in^2^) (Glen-Mills, NJ, USA). The cell lysate was clarified by centrifugation (13,177 × *g*, 30 min, 4°C) and sequentially filtered using a 0.45-μm PES filter followed by a 0.22-μm PES filter (Corning Inc., NY, USA). Pierce centrifuge columns of 5 mL volume (Thermo Fisher Scientific, USA, Cat. No. 89897) were packed with 1 mL of slurry (0.5 mL bed volume of resin) of Strep-Tactin Superflow Plus Resin (Qiagen, USA, Cat. No. 1057978). Resin was equilibrated twice by adding 10 bed volumes of binding buffer (100 mM Tris-Cl buffer, pH 7.5, 2.0 M NaCl, 1.0 mM TCEP) and centrifuging (500 × *g*, 1 min at 25°C). Clarified lysate (5 mL at 2.7 mg protein/mL) was added to equilibrated resin and incubated at 4°C for 1 h with rotation at 200 rpm using a tube revolver (Thermo Fisher Scientific, USA, Cat No. 88881001). After incubation, sample was centrifuged (500 × *g*, 1 min at 25°C) and flowthrough was collected. Application of clarified lysate, incubation and centrifugation were repeated with 5 additional mL of clarified lysate. Resin was washed twice with 10 bed volumes (5 mL total) of binding buffer before applying 2 bed volumes (1 mL) of elution buffer (100 mM Tris-Cl [pH 7.5), 2.0 M NaCl, 1.0 mM TCEP, 5 mM desthiobiotin). Resin was rotated (200 rpm) at RT for 30 min. Elution fractions were collected by centrifugation (500 × *g*, 1 min at 25°C). Protein concentration was estimated using Quick Start Bradford Protein Assay (Bio-Rad, CA, USA) according to manufacturer’s instructions. Purity was assessed by comparing the proteins of cell lysate, flowthrough and elution fractions separated by reducing 16% SDS-PAGE and staining with Coomassie brilliant blue R-250. After elution, the resin was stripped with 10 bed volumes (5 mL) of dH_2_O followed by 10 bed volumes (5 mL) of 0.5 NaOH and an additional 10 bed volumes (5 mL) of dH_2_O. Column was regenerated by washing 3 times with 5 bed volumes (2.5 mL) of regeneration buffer (100 mM Tris-Cl buffer, pH 7.5, 2.0 M NaCl, 1.0 mM TCEP, 1.0 mM HABA) and washed with binding buffer until red color disappeared from the resin. Resin was stored in 5 mL binding buffer at 4°C.

### Intersubunit disulfide bond assay.

Purified StrepII tagged OxsR (wt and C24A) proteins were dialyzed overnight in 100 mM Tris-Cl buffer, pH 7.5 supplemented with 2 M NaCl. Protein samples were incubated with 0, 10, 100, and 200 mM DTT (25 min) on ice. DTT at 200 mM was found optimal for OxsR reduction and is within the concentration range used for treatment of other thiol-based TFs, such as bacterial OxyR (112). After incubation, samples were diluted 1:1 in SDS-loading buffer, boiled for 10 min, cooled, and separated by 16% SDS-PAGE. Proteins were stained with Coomassie brilliant blue R-250 and imaged using an iBright FL1500 Imaging System (Invitrogen).

### Halophilic electrophoretic mobility shift assay.

DNA probes for the Halophilic electrophoretic mobility shift assay (hEMSAs) were generated by PCR using oligonucleotides, where one of the primers was 5′-end biotinylated for the labeled probes (Table S2). Primer pairs 36/38, 36/39, and 36/40 were used to generate 5′-end biotinylated probes 1, 2, and 3, respectively. Prior to use, the 5′-end-labeled probes were purified by DNA agarose gel electrophoresis using a QIAquick gel extraction kit. Primer pairs 37/38 and 41/42 were used to generate uniform preparations of probe 1 (179 bp) and probe 4 (248 bp) by PCR, respectively. Prior to use, these unlabeled PCR products were extracted by phenol:chloroform:isoamyl alcohol (25:24:1) and ethanol precipitation (113). Purified OxsR wt and C24A proteins were exchanged into binding buffer (50 mM HEPES, pH 7.5, 2 M NaCl, 10% glycerol, 15 mM MgCl_2_, 1 mM EDTA) immediately prior to use. These OxsR proteins (34 nM to 5 μM) were incubated (12 μL reactions) with the 5′-biotinylated dsDNA PCR products (0.5 to 2.5 nM) in binding buffer supplemented with ultrapure sheared salmon sperm DNA at 0.1 μg/mL (Ambion AM9680) and molecular biology grade BSA at 0.25 μg/mL (New England Biolabs) for 10 min at room temperature with 1% (vol/vol) formaldehyde. Reactions were supplemented with DTT (0 to 200 mM) and “unlabeled” dsDNA probe (0 to 3.3 μM) as indicated. After incubation, the samples were quickly applied without loading dye to 10% PAGE gels in 0.5 × TBE buffer pH 8.3 (110 mM Tris, 90 mM borate, 2.5 mM EDTA) preequilibrated with 0.5x TBE buffer pH 8.3 at 20 mA for 2 h (4°C). Samples were separated by electrophoresis at 4°C for 1.5 h at 60 V followed by 2 to 2.5 h at 120 V. After electrophoresis, DNA and nucleoprotein complexes were transferred to a nylon membrane (BrightStar Plus, Ambion) equilibrated in 0.5x TBE pH 8.3 using the trans blot semidry system (Bio-Rad) at 20 V for 20 min. DNA and nucleoprotein complexes were cross-linked to the membrane via UV radiation using the autocrosslink mode (UV Stratalinker 2400, Stratagene) and were detected using a Chemiluminescent Nucleic Acid Detection Kit (Thermo Scientific) with visualization using an iBright FL1500 Imaging System (Invitrogen).

### Computational prediction of OxsR-binding DNA motifs.

DNA fragments identified by ChIP-seq to be bound to OxsR were tested for common DNA motif(s) using the MEME Suite v. 4.12.0 (69). Sequences were input into the *de novo* motif detection mode of MEME-MAST with the following parameters: any number of repeats, max width of 24 bp, and 3 output motifs. Two DNA sequence sets were used as input. The first set, which did not generate DNA motifs of high significance, included all DNA sequences bound by OxsR. The second set, which identified the CG-repeating DNA motif CGGnCGnGCG (E-value reported in the text represents the expected number of sequences in a random database of the same size that would match the motif), was a subset of the OxsR-bound DNA sequences and was supplemented with analogous intergenic regions from related haloarchaeal genomes. These related regions were retrieved by comparing the deduced protein sequences of the flanking genes by Basic Local Alignment Search Tool using BLASTP (protein-protein BLAST) (114). The DNA sequences 5′ of the genes encoding these homologs were retrieved using the graphics tool within NCBI nucleotide portal (https://www.ncbi.nlm.nih.gov/nuccore/). DNA motifs identified in this manner were compared with shuffled sequences to determine significance. DNA motifs found to be significant (based on uniqueness to the unshuffled sequences) were input into the FIMO algorithm (70) to scan the *Hfx. volcanii* genome database of 4,073 sequences and 1,428,983 residues (using the pull down menu “Upstream Sequences: Prokaryotic” and “Haloferax volcanii DS2 uid46845”). The DNA sequences used to identify the CGGnCGnGCG motif, and the FIMO output of the genome scanning are provided in Data set S1.

### Computational prediction of OxsR 3D structure.

Protein sequences from UniProtKB accession numbers D4GY41 and D4GXQ1 were used to model 3D structures of OxsR and HVO_1360, respectively. The Phyre2 web portal (71) was used to predict structure by fold recognition threading. RoseTTAfold (72) was used for *de novo* structure prediction. The 3D models were visualized and compared using ChimeraX (115).

### Data availability.

The ChIP-seq and RNAseq data discussed in this publication have been deposited in the NCBI Gene Expression Omnibus (116, 117) and are accessible through GEO Series accession number GSE196894 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196894) and GSE204840 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE204840), respectively. The whole genomic sequence (WGS) data for the *ΔoxsR* mutant (SH125) and *oxsR-HA* integrant (SH126) are deposited with accession number PRJNA806939 in the Sequence Read Archive (SRA) (118). Code associated with the ChIP-seq and RNA-seq data analysis are freely available for download via GitHub: https://github.com/amyschmid/OxsR_ChIP_WGS.

# Supplementary material for: TrmB Family Transcription Factor as a Thiol-Based Regulator of Oxidative Stress Response
**Source:** mBio. 2022 Jul 20;13(4):e00633-22. doi: 10.1128/mbio.00633-22
**Supplement:** FIG S1

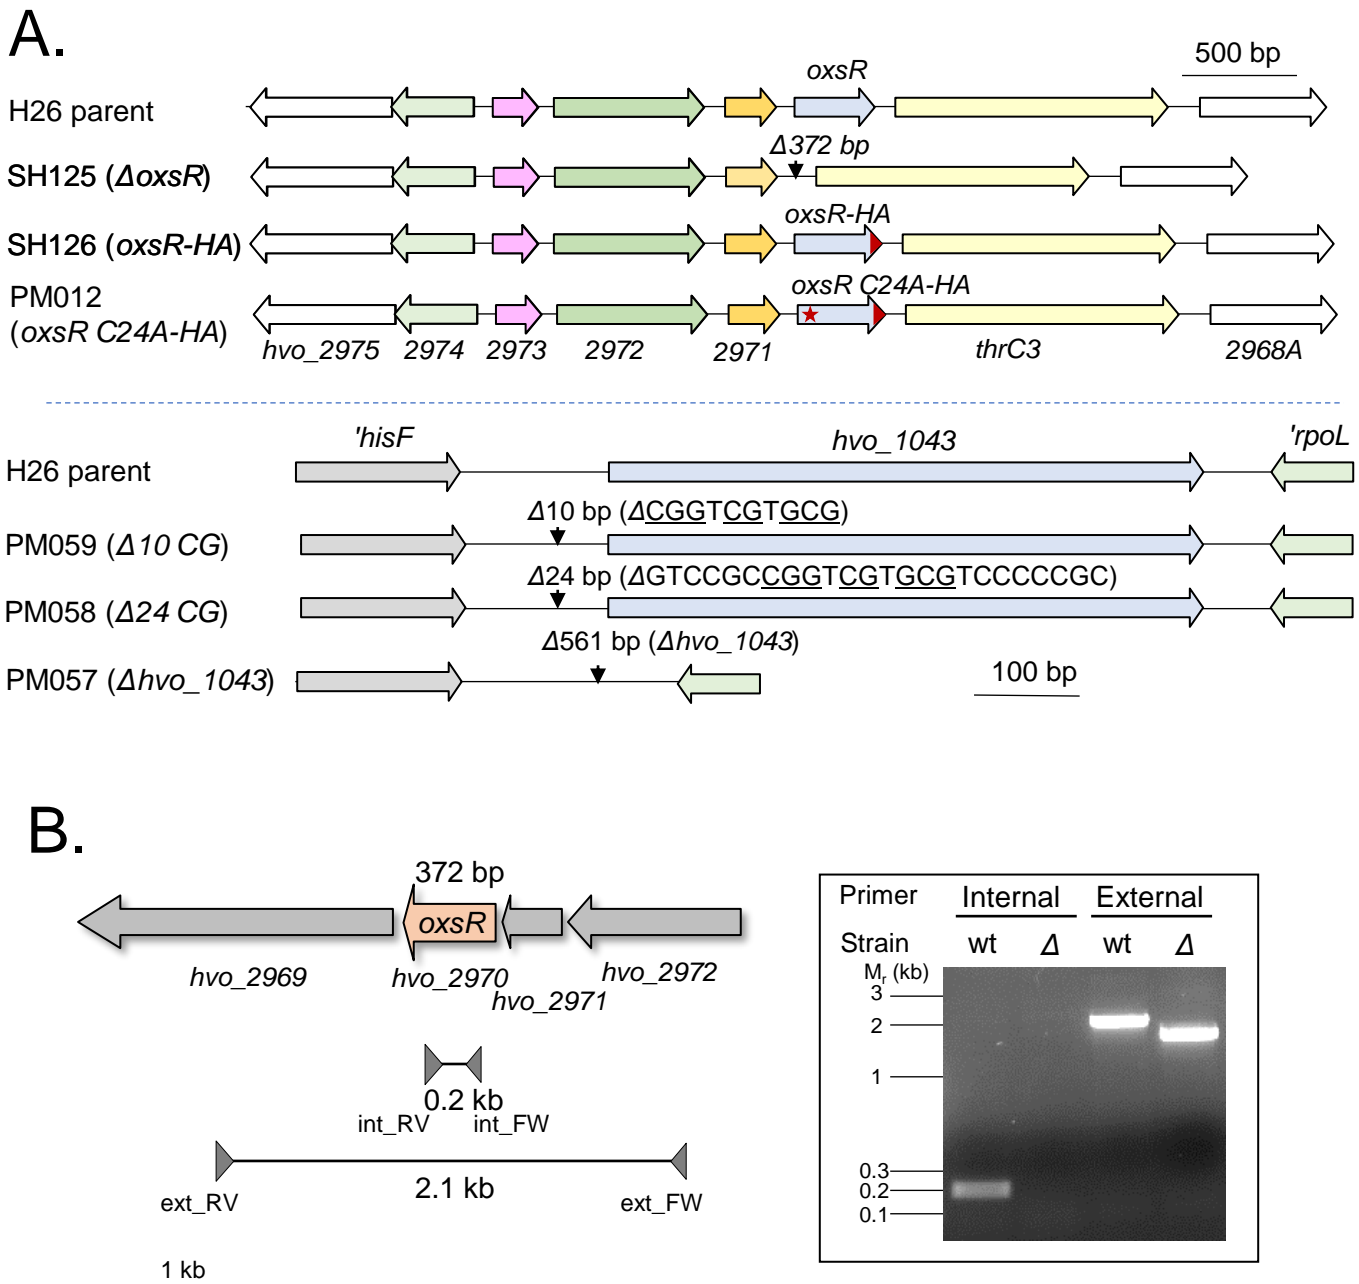

Figure S1. *H. volcanii* mutant strains generated in this study including SH125, SH126, PM012, PM057, PM058, and PM059. A. Genomic neighborhood of the mutant strains. Arrows represent the open reading frames with associated gene locus tag numbers indicated below. Triangle represents the site of the genomic deletion. Bar, scale 500 and 100 bp as indicated. B. Strategy used for markerless deletion as exemplified by generation of SH125. PCR was applied to confirm the *oxsR* gene deletion. A target gene specific primer set (lane 1 and 2) and an external primer set (680 – 970 bp flanking region from the target gene, lane 3 and 4) were used to confirm the *oxsR* gene deletion. Lane 1 and 3, gDNA from wt *Hfx. volcanii*; lane 2 and 4, gDNA from SH125. Bar, scale 1 kb as indicated.

# Supplementary material for: TrmB Family Transcription Factor as a Thiol-Based Regulator of Oxidative Stress Response
**Source:** mBio. 2022 Jul 20;13(4):e00633-22. doi: 10.1128/mbio.00633-22
**Supplement:** FIG S2

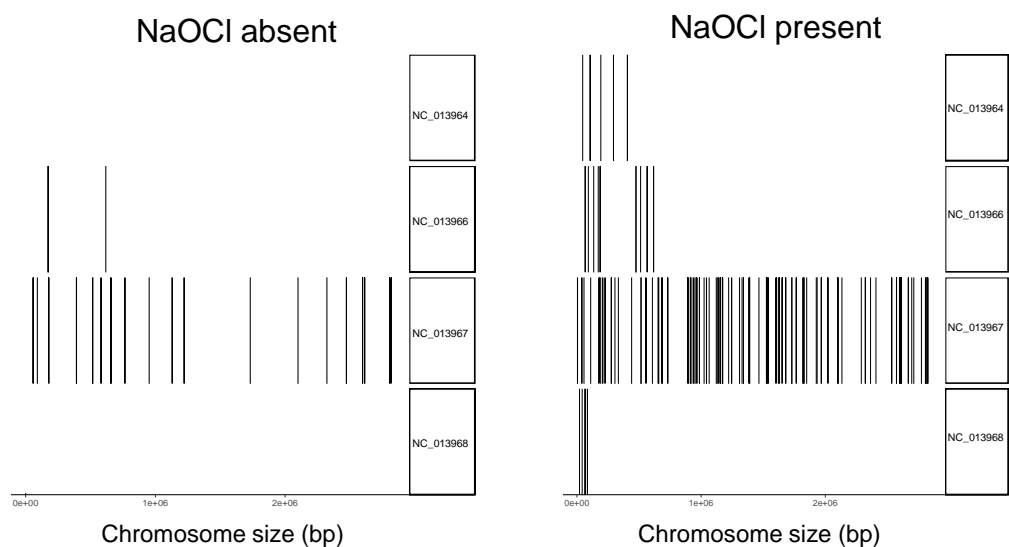

Figure S2. Peak loci in chromosome and plasmids by ChIP-seq analysis in the absence (left) or presence (right) of oxidative stress. NC_013967, main chromosome (2.85 Mb); NC_013968, pHV1 (0.09 Mb); NC_013965, pHV2 (0.01 Mb); NC_013964, pHV3 (0.44 Mb); NC_013966, pHV4 (0.64 Mb).

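Regions bound in NaOCl lay on the main chromosome and on the plasmids pHV1, pHV3 and pHV4. The main chromosome held 90 of the 110 NaOCl regions (81.8%) on 71.0% of the genome's length, pHV4 held 10 (9.09%) on 15.8%, and pHV3 and pHV1 held 5 each (4.55%) on 10.9% and 2.10%. The mock regions lay on the main chromosome (21) and on pHV4 (3). On pHV1, one of the 5 regions lay within HVO_C0067, and another lay from 84400 to 84999, past the last annotated gene. On pHV4, HVO_A0618 and HVO_A0170 were bound in both conditions. Every NaOCl library held peaks on pHV1, with 16, 4, 4 and 5 in replicates 1 to 4, no oxsR-HA mock library held any there, and H26 replicate 2 held 1. Main chromosome peaks numbered 101 ± 19.5 (SD, n = 4) per NaOCl library and 29.0 ± 16.8 (SD, n = 4) per mock library. NaOCl replicate 1 stands apart from the other NaOCl libraries on pHV1, and the share of each replicon in the input was not analysed here. The genome's length includes pHV2 of the DS2 genome, which the strains used lack by Table S2, so no region could be found on it.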

# Supplementary material for: TrmB Family Transcription Factor as a Thiol-Based Regulator of Oxidative Stress Response
**Source:** mBio. 2022 Jul 20;13(4):e00633-22. doi: 10.1128/mbio.00633-22
**Supplement:** FIG S4

A.

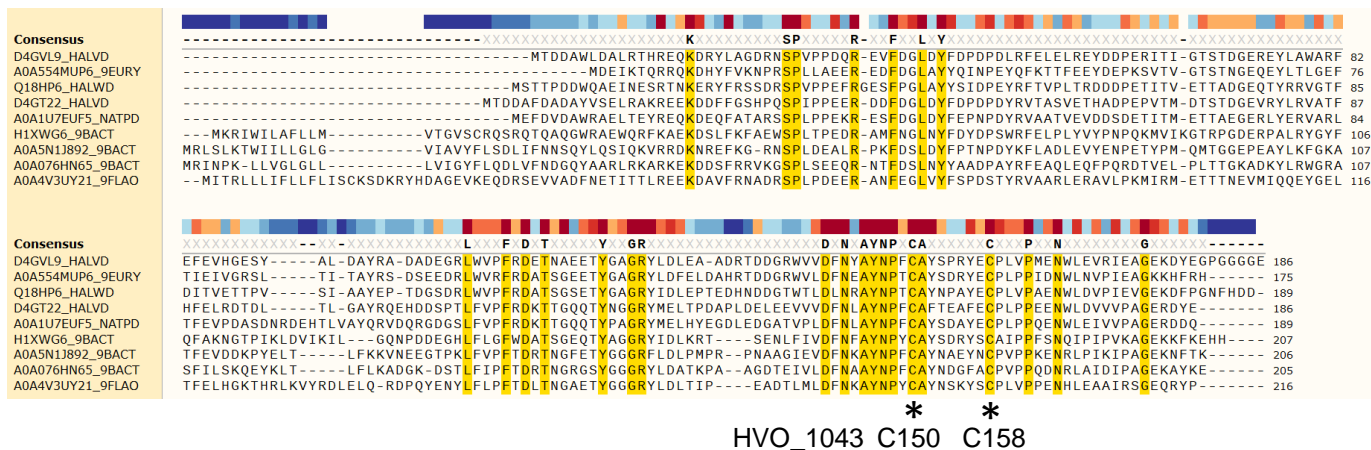

B.

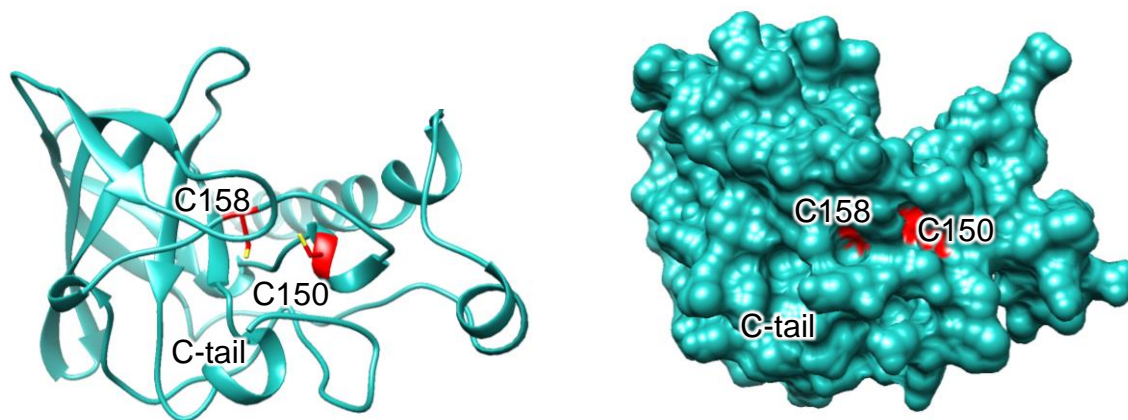

Figure S4. DUF1684 family protein HVO_1043 and its conserved CX₇C motif suggest a role in thiol chemistry. A) Multiple amino acid sequence alignment of representative DUF1684 family members. UniProt reference numbers to left (D4GVL9 corresponds to HVO_1043). Orange highlight, residues > 95% sequence threshold. Bar above alignment colored red to blue, indicates regions of high to low sequence conservation, respectively. B) 3D-structural model of HVO_1043 represented as a ribbon (left) and surface (right) diagram. The C-terminal tail (C-tail) and conserved cysteine residues (C150 and C158) are indicated. HVO_1043 (96% of the sequence, 178 residues) was modeled with 100% confidence by the single highest scoring template: the NMR solution structure of *Haloarcula marismortui* rrnAC0354 (PDB: 2LNU). The NMR solution structure of *Halobacterium salinarium* VNG_0733h (PDB: 2LOK) was an additional high scoring (100% confidence) template.

# Supplementary material for: TrmB Family Transcription Factor as a Thiol-Based Regulator of Oxidative Stress Response
**Source:** mBio. 2022 Jul 20;13(4):e00633-22. doi: 10.1128/mbio.00633-22
**Supplement:** FIG S6

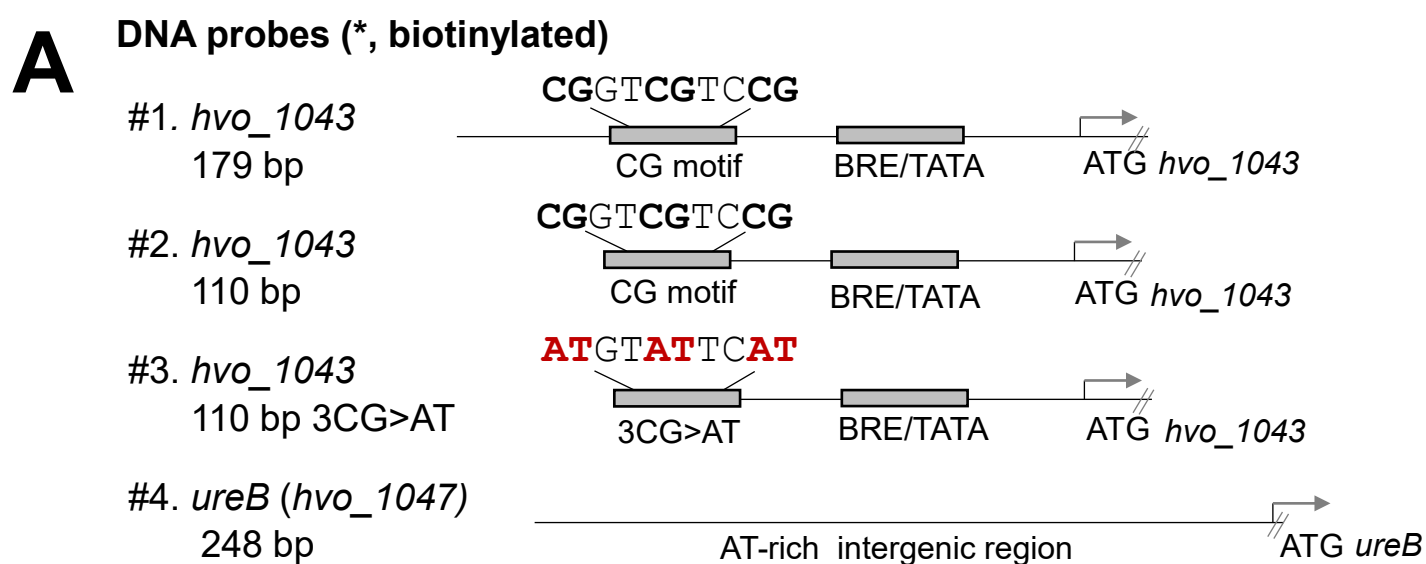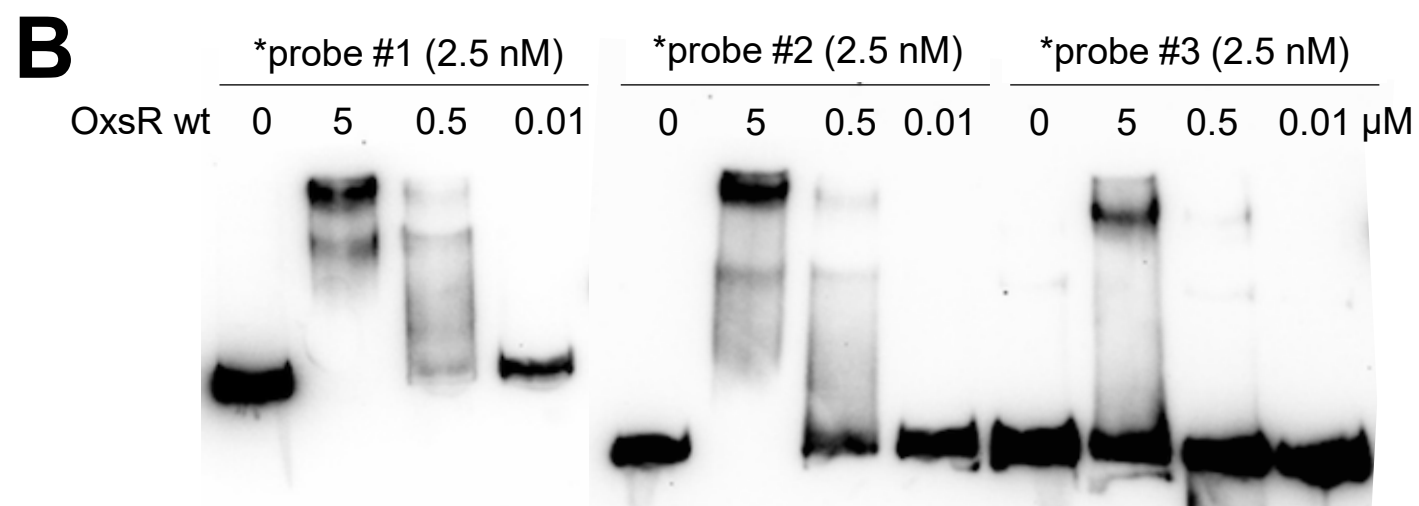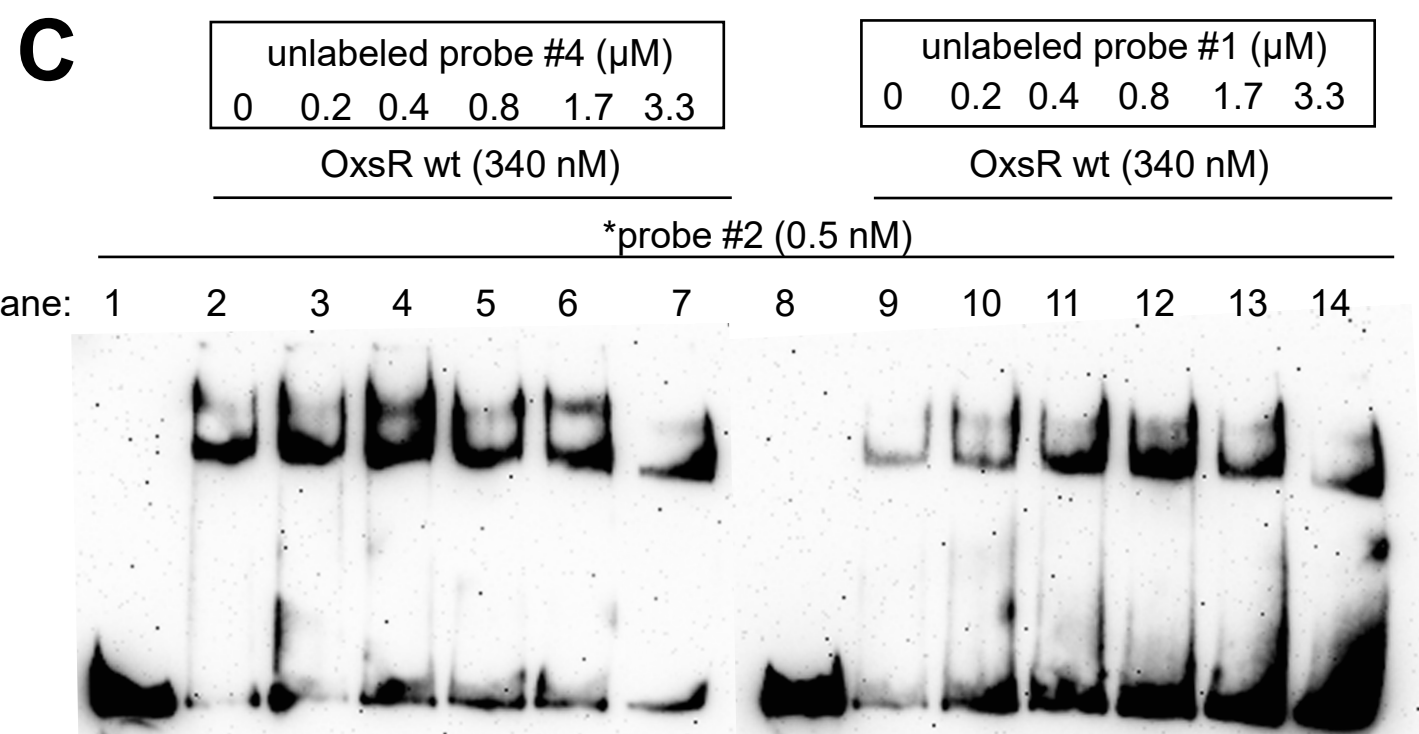

Figure S6. Analysis of OxsR binding to dsDNA by electrophoretic mobility shift assay (EMSA). A) Schematic of 5'-end biotin labeled (*) dsDNA probes used for EMSA. The dsDNA probe length (bp), CG-rich repeat (CG motif), conserved BRE/TATA promoter element, ATG start codon and gene (*hvo_1043* and *ureB*) 3' of the intergenic region carried on the probe as indicated. Probes #1 and 2 correlate with the 5' intergenic region of *hvo_1043* found bound to OxsR by ChIP-seq analysis. Probe #3 has site-directed modifications in the CG-rich repeat. Bold black is the wildtype DNA sequence and bold red is the CG>AT modified DNA sequence. (B) Comparison of OxsR binding to the dsDNA probes #1-3 by EMSA. OxsR was assayed at 0, 0.01, 0.5, 5 μ M. C) Competition assay of OxsR binding to 5'-end biotin labeled probe #2. Probes #1 and 4 were unlabeled. Probe #1 is a specific competitor and probe #4 is a non-specific competitor. Our interpretation for the increased overall abundance of biotinylated probe detected as the specific competitor probe #1 increases (lanes 8 to 14) is as follows. We rule out loading error as the results are found experimentally reproducible and instead suggest not all conformations of OxsR bound to DNA enter the polyacrylamide gel and, thus, are not as readily detected at the low concentrations of specific competitor (probe #1) or at all concentrations of the non-specific competitor (probe #4). As the amount of specific competitor (probe #1) is increased in the reaction, the OxsR:DNA complexes are found to collapse and release free labeled probe that can now be separated and detected in the gel. For panels B and C, EMSA binding reactions (12 μ l) were separated by 9 to 10% PAGE in 0.5 $\times$ TBE buffer pH 8.3 after incubation with 1% formaldehyde for 10 min at room temperature in 50 mM HEPES, pH 7.5, 2 M NaCl, 10% glycerol, 15 mM $MgCl_2$, 1 mM EDTA supplemented with 0.25 μ g/ μ L BSA and 0.1 μ g/ μ L sheered salmon sperm DNA as described in hEMSA methods section. Biotinylated (*) probe (0.5 or 2.5 nM) and unlabeled probe (0 to 3.3 μ M) were included in the assay as indicated. OxsR protein concentration was based on the purified homodimer.

# Supplementary material for: TrmB Family Transcription Factor as a Thiol-Based Regulator of Oxidative Stress Response
**Source:** mBio. 2022 Jul 20;13(4):e00633-22. doi: 10.1128/mbio.00633-22
**Supplement:** FIG S7

A

28% amino acid identity

```

HVO_1360  --MASSMVEYL-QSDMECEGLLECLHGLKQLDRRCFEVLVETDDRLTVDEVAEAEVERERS  57
OxsR      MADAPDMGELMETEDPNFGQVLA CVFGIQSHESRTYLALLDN-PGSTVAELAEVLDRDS  59
          * . * * : . * : : * * : * : : : * : . * : : * * : * : * : *
HVO_1360  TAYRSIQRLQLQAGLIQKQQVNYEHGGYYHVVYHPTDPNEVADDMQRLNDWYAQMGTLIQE  117
OxsR      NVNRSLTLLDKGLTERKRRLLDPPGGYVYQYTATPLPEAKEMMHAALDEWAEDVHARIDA  119
          .. ** : ** : ** : : : : : * * : * * * . : * : * : * : : : * :
HVO_1360  FRDKYDEKIVPAE  130
OxsR      FGES-----  123
          * : .

```

B

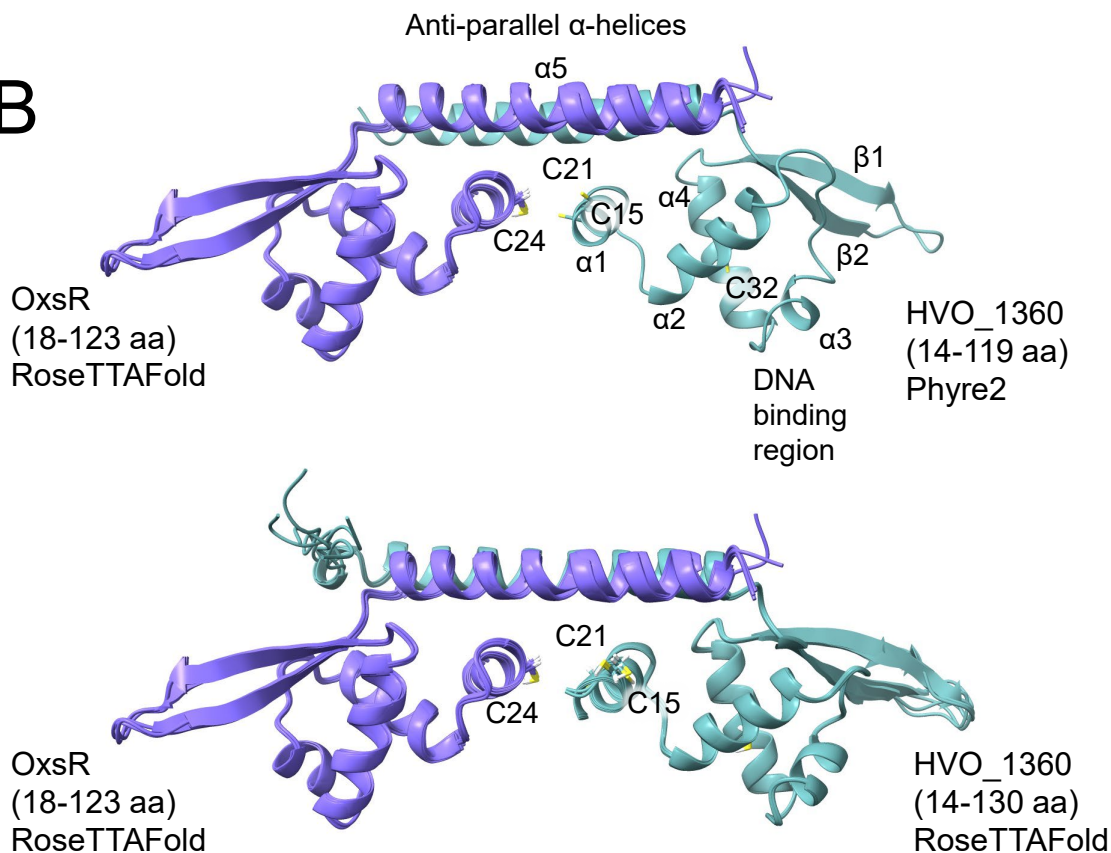

Figure S7. TrmB family proteins HVO_1360 and OxsR (HVO_2970) are structurally related. A) Amino acid sequence alignment of HVO_1360 and OxsR with identical (*), functionally similar (. or :), cysteine (red), and predicted DNA binding residues (purple) indicated. B) 3D-structural models of HVO_1360 (cadet green) and OxsR (purple). The monomeric 3D-structures were oriented as a heterodimer using *Sulfolobus acidocaldarius* AbfR2 (PDB: 6CMV) as a scaffold. Models are presented as ribbon diagrams with cysteine residues as stick diagram and were performed by RoseTTAFold and Phyre2 as indicated. The N-terminal residues of OxsR (1-17 aa) and HVO_1360 (1-13 aa) which appeared variable in the 3D-models were manually removed. The OxsR and HVO_1360 Phyre2 models were related at an RMSD of 2.212 Å across all 106 atom pairs.

# Supplementary material for: TrmB Family Transcription Factor as a Thiol-Based Regulator of Oxidative Stress Response
**Source:** mBio. 2022 Jul 20;13(4):e00633-22. doi: 10.1128/mbio.00633-22
**Supplement:** TABLE S1

Table S1. Representative TrmB family (PF01978) proteins of arCOG02242¹.

Protein	Organism	pI/Mr (kDa)	CC	Cysteine(s)	Phosphosites	Description(s)	Structure	Refs.
OxsR (HVO_2970)	<i>H. volcanii</i>	4.46/13.7	none	C24 required for activity; intersubunit (C24-C24) disulfide bond predicted	Y88, T91 conserved	mutant impaired in growth in the presence of hypochlorite; protein and transcript abundance upregulated by hypochlorite; transcriptional repressor/activator of genes associated with redox stress	3D-model	This study
HVO_1360	<i>H. volcanii</i>	4.57/15.3	α 1, α 4, α 5	C15, C21, C32	Not conserved	Other <i>H. volcanii</i> member of this arCOG group	3D-model	This study
MM_1094	<i>Methanosarcina mazei</i>	7.71/14.0	none	intersubunit (C6-C17) disulfide bonds	Y83 conserved	Homodimer; subunit configuration appears altered in X-ray crystal structure	PDB: 3R0A	Protein Data Bank
Smj12 (SSO0458)	<i>Saccharolobus solfataricus</i>	9.35/12.9	α 5	C105	Not conserved	Non-specific DNA binding; stabilizes double helix; introduces positive supercoiling; not abundant		(1)
Ss-Lrs14 (SSO1108)	<i>Saccharolobus solfataricus</i>	7.72/14.1	none	C25, C110	Y89 conserved	Homodimer; autorepressor; binds <i>adh</i> (alcohol dehydrogenase) promoter; generally displays large footprint; accumulates in late growth phases		(2-4)
AbfR2 (Saci_1223)	<i>Sulfolobus acidocaldarius</i>	8.69/14.6	α 1, α 4, α 5	None	Y88 conserved	Mutant impaired in biofilm formation; upregulated at transcript level during biofilm	PDB: 6CMV	(5-7)
Sa-Lrs14 (Saci_1242)	<i>Sulfolobus acidocaldarius</i>	8.64/13.5	none	C15, C16, C26, C100	Y81, T84 conserved	Mutant impaired in biofilm formation; upregulated at transcript level during biofilm		(6, 7)
AbfR1 (Saci_0446)	<i>Sulfolobus acidocaldarius</i>	8.91/13.2	α 5	C105	Demonstrated Y84(p), S87(p); phosphorylation important for DNA binding	Mutant: non-motile, increased extracellular polymeric substance (EPS) production, robust biofilm structure, upregulation of adhesive pili (<i>aap</i>), downregulation of archaellum (<i>fla</i>); AbfR1 binds <i>aap</i> and <i>fla</i> promoter regions in vitro; role as transcriptional		(6, 8)

						activator and repressor; upregulated at transcript level during biofilm		
Sto12a<br>(ST1889)	<i>Sulfurisphaera tokodaii</i>	9.1/<br>12.5	α 5	intersubunit<br>(C15-C15)<br>intrasubunit<br>(C16-C100)<br>disulfide<br>bonds	Y81, S84<br>conserved	Homodimer; α 5 antiparallel coiled-coil<br>homodimer interface	PDB:<br>2D1H	(9)

¹CC, coiled-coil region predicted by DeepCoil (10). *Sulfolobus acidocaldarius* arCOG02242 members: Saci_0133, Saci_0102, Saci_1242 (Lrs14), Saci_1223 (AbfR2), Saci_0446 (AbfR1), Saci_1219.

Table S1 References

1. Napoli A, Kvaratskeli M, White MF, Rossi M, Ciaramella M. 2001. A novel member of the bacterial-archaeal regulator family is a nonspecific dna-binding protein and induces positive supercoiling. *J Biol Chem* 276:10745-52.
2. Napoli A, van der Oost J, Sensen CW, Charlebois RL, Rossi M, Ciaramella M. 1999. An Lrp-like protein of the hyperthermophilic archaeon *Sulfolobus solfataricus* which binds to its own promoter. *J Bacteriol* 181:1474-80.
3. Bell SD, Jackson SP. 2000. Mechanism of autoregulation by an archaeal transcriptional repressor. *J Biol Chem* 275:31624-9.
4. Fiorentino G, Cannio R, Rossi M, Bartolucci S. 2003. Transcriptional regulation of the gene encoding an alcohol dehydrogenase in the archaeon *Sulfolobus solfataricus* involves multiple factors and control elements. *J Bacteriol* 185:3926-34.
5. Vogt MS, Völpel SL, Albers SV, Essen LO, Banerjee A. 2018. Crystal structure of an Lrs14-like archaeal biofilm regulator from *Sulfolobus acidocaldarius*. *Acta Crystallogr D Struct Biol* 74:1105-1114.
6. Orell A, Peeters E, Vassen V, Jachlewski S, Schalles S, Siebers B, Albers SV. 2013. Lrs14 transcriptional regulators influence biofilm formation and cell motility of *Crenarchaea*. *ISME J* 7:1886-98.
7. Koerdts A, Orell A, Pham TK, Mukherjee J, Wlodkowski A, Karunakaran E, Biggs CA, Wright PC, Albers SV. 2011. Macromolecular fingerprinting of *Sulfolobus* species in biofilm: a transcriptomic and proteomic approach combined with spectroscopic analysis. *J Proteome Res* 10:4105-19.
8. Li L, Banerjee A, Bischof LF, Maklad HR, Hoffmann L, Henche AL, Veliz F, Bildl W, Schulte U, Orell A, Essen LO, Peeters E, Albers SV. 2017. Wing phosphorylation is a major functional determinant of the Lrs14-type biofilm and motility regulator AbfR1 in *Sulfolobus acidocaldarius*. *Mol Microbiol* 105:777-793.
9. Shinkai A, Sekine S, Urushibata A, Terada T, Shirouzu M, Yokoyama S. 2007. The putative DNA-binding protein Sto12a from the thermoacidophilic archaeon *Sulfolobus tokodaii* contains intrachain and interchain disulfide bonds. *J Mol Biol* 372:1293-304.
10. Ludwiczak J, Winski A, Szczepaniak K, Alva V, Dunin-Horkawicz S. 2019. DeepCoil-a fast and accurate prediction of coiled-coil domains in protein sequences. *Bioinformatics* 35:2790-2795.

# Supplementary material for: TrmB Family Transcription Factor as a Thiol-Based Regulator of Oxidative Stress Response
**Source:** mBio. 2022 Jul 20;13(4):e00633-22. doi: 10.1128/mbio.00633-22
**Supplement:** TABLE S2

Table S2. List of strains, plasmids, and primers used in this study.

Strain, plasmid or primer	Description ^a	Source or Ref.
**Strains:**		
<i>E. coli</i>		
TOP10	F ⁻ <i>mcrA</i> Δ(<i>mrr-hsdRMS-mcrBC</i>) Φ80 <i>lacZ</i> ΔM15 Δ <i>lacX74</i> <i>recA1</i> <i>araD139</i> Δ(<i>ara leu</i>) 7697 <i>galU</i> <i>galK</i> <i>rpsL</i> (Str ^r) <i>endA1</i> <i>nupG</i> λ-	Invitrogen
GM2163	F ⁻ <i>ara-14</i> <i>leuB6</i> <i>fhuA31</i> <i>lacY1</i> <i>tsx78</i> <i>glnV44</i> <i>galK2</i> <i>galT22</i> <i>mcrA</i> <i>dcm-6</i> <i>hisG4</i> <i>rfbD1</i> <i>rpsL136</i> <i>dam13::Tn9</i> <i>xyIA5</i> <i>mtl-1</i> <i>thi-1</i> <i>mcrB1</i> <i>hsdR2</i>	New England Biolabs
<i>H. volcanii</i>		
DS70	wild-type isolate DS2 cured of plasmid pHV2	(1)
H26	DS70 Δ <i>pyrE2</i>	(2)
SH125	H26 Δ <i>oxsR</i>	This study
SH126	H26 <i>oxsR::HA</i> integrant	This study
PM012	H26 <i>oxsR</i> C24A: <i>HA</i> integrant	This study
PM057	H26 Δ <i>hvo_1043</i>	This study
PM058	H26 Δ24 bp 5'-GTCCGCCGGTCGTGCGTCCCCCGC-3' CG-rich motif 5' of the BRE/TATA consensus sequence of <i>hvo_1043</i>	This study
PM059	H26 Δ10 bp 5' CGGTGCGTGC-3' CG-rich motif 5' of the BRE/TATA consensus sequence of <i>hvo_1043</i>	This study
**Plasmids:**		
pTA131	Ap ^r ; pBluescript II containing <i>Pfdx-pyrE2</i>	(2)
pJAM809	Ap ^r Nv ^r ; pJAM202c-derived, carries P2 _{rm} - <i>hvo_1862-strepII</i> (<i>KpnI</i> site upstream of <i>StrepII</i> coding sequence)	(3)
pJAM202c	Ap ^r ; Nv ^r ; pJAM202-derived control plasmid	(4)
pJAM3380	Ap ^r ; pTA131-derived, carries <i>oxsR</i> and ~700 bp flanking sequence (pre-deletion plasmid)	This study
pJAM3381	Ap ^r ; pJAM3380 with Δ <i>oxsR</i> (deletion plasmid)	This study
pJAM3388	Ap ^r Nv ^r ; pJAM809 with <i>oxsR</i> complementation plasmid	This study
pJAM3389	Ap ^r ; pJAM3380 with <i>oxsR</i> -HA (integrant plasmid)	This study
pJAM3901	Ap ^r ; pJAM3389 with <i>oxsR</i> -HA C24A (integrant plasmid)	This study
pJAM3919	Ap ^r ; pTA131 carries <i>hvo_1043</i> and ~500 bp flanking sequence (pre-deletion plasmid)	This study
pJAM3920	Ap ^r ; pJAM3919 with Δ <i>hvo_1043</i> (deletion plasmid)	This study
pJAM3921	Ap ^r ; pJAM3919 with ΔDNA binding motif 5' of <i>hvo_1043</i> (deletion plasmid)	This study
pJAM3922	Ap ^r ; pJAM3919 with ΔDNA binding motif CG repeat (deletion plasmid)	This study
pJAM4019	Ap ^r Nv ^r ; pJAM809 derived carries P2 _{rm} - <i>hvo_2970-strepII</i> (<i>OxsR</i> - <i>StrepII</i>)	This study
pJAM4020	Ap ^r Nv ^r ; pJAM809 derived carries P2 _{rm} - <i>hvo_2970-strepII</i> (<i>OxsR</i> C24A <i>StrepII</i>)	This study

**Primers:**		
1. preKO_HVO_2970_HindIII_F	5' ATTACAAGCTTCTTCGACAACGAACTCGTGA 3'	This study
2. preKO_HVO_2970_XbaI_R	5' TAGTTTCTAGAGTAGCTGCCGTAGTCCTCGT 3'	This study
3. KO_HVO_2970_FW	5' GCTCGCGGCCGACCG 3'; deletion HVO_2970	This study
4. KO_HVO_2970_RV	5' GCACACCTGTTCGCCGTG 3'; deletion HVO_2970	This study
5. CompleHVO_2970_NdeI_F	5' GTTAC <u>CATATGG</u> CCGACGCACCGGACATG 3'	This study
6. CompleHVO_2970_KpnI_R	5' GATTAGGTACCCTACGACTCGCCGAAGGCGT 3'	This study
7. TrmBLHAtag_F	5' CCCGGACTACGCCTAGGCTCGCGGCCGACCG 3'; integrate HVO_2970 HA tag	This study
8. TrmBLHAtag_R	5' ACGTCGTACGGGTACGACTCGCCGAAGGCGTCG 3'; integrate HVO_2970 HA tag	This study
9. ext_HVO_2970_FW	5' GGCTCCGTACTACTTCGACA 3'	This study
10. ext_HVO_2970_RV	5' TCTCGATAGCTTCGACCATC 3'	This study
11. HAoxsR_C24A3_FW	5' ACAGGTCCTCGCGGCGGTCTTCGGCATCC 3'	
12. HAoxsR_C24A3_RV	5' GGATGCCGAAGACCGCCGCGAGGACCTGT 3'	This study
13. Qset2_HVO_2970_F	5' AACTTCGGACAGGTCCTC 3'; qRT PCR HVO_2970 (<i>oxsR</i>)	This study
14. Qset2_HVO_2970_R	5' TTGTCGAGTAGTGCGAGATA 3'; qRT PCR HVO_2970 (<i>oxsR</i>)	This study
15. rpl16 qPCR FW1 (forward primer)	5'-GCGAGTACATCACGGGTATC-3'	This study
16. rpl16 qPCR RV1 (reverse primer)	5' CACTTCCTCTTCGACCTTCAG 3'	This study
17. HVO_0040 Primer pair 6_F	5' GTCGTCATGGGAGCGATGAT 3'	This study
18. HVO_0040 Primer pair 6_R	5' GCGACGTGGATTGTGAAGC 3'	This study
19. HVO_0039 Primer pair 3_F	5' GAGTTGGCGGAGTTGAAGGA 3'	This study
20. HVO_0039 Primer pair 3_R	5' TCGAAAATCTCATCGGGCGT 3'	This study
21. HVO_0811 Primer pair 2_F	5' CCTCTCTTCGATGTGCACCC 3'	This study
22. HVO_0811 Primer pair 2_R	5' GGATTGGTGGCAAAGAACCG 3'	This study
23. HVO_0337 Primer pair 2_F	5' CGCGAAGGTGAAGGACAAAC 3'	This study
24. HVO_0337 Primer pair 2_R	5' GTCTGGCCGCTTACCTCTTC 3'	This study

25. HVO_1043<br>Primer pair 1 F	5' GAAGGACCGCTATCTCGCTG 3'	This study
26. HVO_1043<br>Primer pair 1 R	5' GTCGTCGTATTCCCGGAGTT 3'	This study
27. preKO1043HindI<br>II500up	5' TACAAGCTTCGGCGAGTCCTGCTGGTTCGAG 3'	This study
28. preKO_HVO_10<br>43_XbaI-<br>507down	5'<br>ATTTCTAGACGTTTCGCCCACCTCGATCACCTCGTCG<br>3'	This study
29. KO_HVO_1043_<br>FW	5' CCGAAGCCGAGAACTGAGAGACGCG 3'	This study
30. KO_HVO_1043_<br>RV	5' CTCGGGTCGAGATACGACGCGGCGG 3	This study
31. KO_OxsRMotif1<br>043_FW	5' GCAGTCGAAACCAATCTTAACCC 3'	This study
32. KO_OxsRMotif1<br>043_RV	5' GGGTCGGGACGGGACGCGAAAAG 3'	This study
33. KO_OxsRMotif1<br>043_F2	5' TCCCCCGCGCAGTCGAAACCAATC 3'	This study
34. KO_OxsRMotif1<br>043_R2	5' GCGGACGGGTCGGGACGGGACG 3'	This study
35. HVO_2970 KpnI<br>no stop	5'-CAGGTACCCGACTCcCGAAGGCGTCGAT-3'	This study
36. 1043-probe-R2*	5'-biotin-GCGTGCGGAGGGCGTCGAGC-3'	This study
37. 1043-probe-R2	5'-GCGTGCGGAGGGCGTCGAGC-3'	This study
38. 1043-probe-<br>FBwt	5'-TAAGCCCCGCCTCCACAGCCGTTC-3'	This study
39. 1043-probe-<br>FAwt	5'-GTCCGCCGGTCGTGCGTCCCC-3'	This study
40. 1043-probe-FA4	5'-GTCCGCatGTatTGatTCCCCCGCGCAG-3'	This study
41. <i>ureB</i> F XbaI	5'- AATTCTAGACTGTCGGCGTTGGC-3'	This study
42. <i>ureB</i> R NdeI	5'-GGCATATGGACACACACCGAACG-3'	This study

^aAp^r, ampicillin resistance; Nv^r, novobiocin resistance; Str^r, streptomycin resistance. P2_{rrnA}, rRNA promoter used for gene expression; *oxsR*, TrmB-like HVO_2970; HA, C-terminal hemagglutinin derived epitope tag., *ribL* (internal standard); HVO_2970, *trmBL* renamed *oxsR*. Underlined nucleotides represent restriction enzyme cutting site. SDM, site-directed mutagenesis.

Table S2 References

1. Wendoloski D, Ferrer C, Dyll-Smith ML. 2001. A new simvastatin (mevinolin)-resistance marker from *Haloarcula hispanica* and a new *Haloferax volcanii* strain cured of plasmid pHV2. Microbiology 147:959-64.

2. Allers T, Ngo HP, Mevarech M, Lloyd RG. 2004. Development of additional selectable markers for the halophilic archaeon *Haloferax volcanii* based on the *leuB* and *trpA* genes. Appl Environ Microbiol 70:943-53.
3. Humbard MA, Zhou G, Maupin-Furlow JA. 2009. The N-terminal penultimate residue of 20S proteasome $\alpha 1$ influences its N^α acetylation and protein levels as well as growth rate and stress responses of *Haloferax volcanii*. J Bacteriol 191:3794-803.
4. Reuter C, Uthandi S, Puentes J, Maupin-Furlow J. 2010. Hydrophobic carboxy-terminal residues dramatically reduce protein levels in the haloarchaeon *Haloferax volcanii*. Microbiology-SGM:248-255.

How the deposited data were processed for this re-analysis (not part of the article)

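OxsR binding was measured by ChIP-seq in H. volcanii, a halophilic archaeon. Peak lists of 10 libraries were used, which are 4 of the mock-treated oxsR-HA integrant, 4 of the integrant after 2.5 mM NaOCl for 20 min and 2 of the mock-treated parent H26. The other 14 of the 24 samples, namely the inputs and the immunoprecipitations of NaOCl-treated H26, were not analysed here. Conditions and replicate numbers were taken from the sample labels and the methods. RNA, qRT-PCR, DNA binding and growth data of the paper were not analysed here.

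The authors trimmed the reads with Trim Galore, mapped them with Bowtie2 to the DS2 genome, sorted them with SAMtools and called peaks in each library with MOSAiCS at a q value under 0.05, and then used DiffBind and ChIPseeker. Versions of these tools are not given in the sources used here. Each deposited list holds the place of each peak and a score, which is taken as a signal value of the authors, the mean ChIP signal per 200 bp bin. This reading rests on the values, since the score times the number of bins was whole, within 1e-06, in every peak, and no source used here states it. The methods describe the reported peak heights as the mean ratio of read counts in the immunoprecipitated sample to those in the input control, and do not say whether this covers the scores of the lists. Scores were therefore compared within a list only. Read totals were not in the lists, so the depth behind each peak is unknown and no counting interval can be given. A difference in depth between libraries can change how many peaks are called.

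Peaks of a condition that shared at least 1 bp were joined into regions, and regions with a peak in at least 3 of 4 libraries were kept, as the methods state for DiffBind. A region of one condition was called shared when it overlapped a kept region of the other by at least 1 bp. A region was assigned to the feature at its midpoint, and intergenic regions were counted when they shared at least 100 bp with a kept region. Gene borders came from the RefSeq gene table of the DS2 genome, with 4078 genes on 5 replicons, among them pHV2, which the strains used lack by Table S2. The lengths of the replicons were taken to their last annotated gene. The table gives no strand and few product names, and no genome sequence was used. 5′ regions, gene products and the arCOG groups were therefore taken from Data set S1 and Table 1. Products were known here only for loci that Data set S1 lists, 49 with a listed intergenic region (1.20% of the genes) and 88 with a peak within the gene, some of them in both. No set of all genes was therefore at hand as a background, and tests of enrichment of the gene lists and searches for the CG-rich motif were not run.

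Libraries were compared with two-sided exact permutation tests over the 70 splits of 4 against 4, for which the smallest p is 0.0286. Presence at a locus was compared with Fisher's exact test, adjusted by Benjamini-Hochberg over the 23 loci of Table 1. The share of regions in coding sequences was compared with 10000 random placements of regions of the same lengths on the same replicons, and the number of kept regions with 1000 random placements of the peaks. No pair of lists of a condition shared more than 1 peak of equal place and score, so each was counted as a replicate. The steps were tested on simulated lists. All known shared sites with a simulated peak in at least 3 of 4 lists were found (100%), which the overlap of the simulated peaks fixed in advance. Shared sites with fewer peaks were not counted. Of the regions found, 0.0654% held no shared site, and random sets had a placement p below 0.05 in 5% of cases. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, with fixed random seeds.

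The tests, the alternatives and the gene lists were set before the data were examined, apart from those named below as added. The loci named in the text were chosen by a rule set then. It takes the loci of Table 1 and those named in the ChIP-seq text of the paper, the 10 NaOCl regions with the best mean rank, the 10 best-ranked regions present in all 4 NaOCl and no mock libraries, all mock-only regions, all H26 peaks, and members of the lists of thiol relay, low molecular weight thiols and antioxidant enzymes. Peak heights of Data set S1 had been seen when this rule was written. Other loci, such as the examples on pHV3 and pHV4 and those of protein quality control, were chosen after their values were seen. The alternatives were 2 of 4 or 4 of 4 libraries, a shared 50% of the shorter peak, joining within 200 bp, only peaks at or above the median score of their list, removal of peaks found in H26, other rules for features and widths, a replicate block, and leaving out each library. A condition with a library left out needed a peak in 2 of its 3 libraries, so that setting also changes the rule. Counts of intergenic regions (also with peaks of at least 3 libraries asked for over the intergenic part itself), the mean peak width, the count of any annotated gene and their alternatives were added after the data were seen.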

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

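Of the tests in this part, the count over other splits of the libraries was set before the data were examined at 3 of 4 libraries; its version at 4 of 4 libraries and all tests of depth, of mock replicate 2 and of pHV1 were chosen after the results were seen.

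The 92 regions bound in NaOCl only were compared with other splits of the 8 libraries into groups of 4. Chance is not excluded by this count, since 2 of the 35 splits gave a result as large, with 92 for the real split and 93 for the highest other, in which mock replicate 2 and NaOCl replicate 1 change places. With a peak asked for in all 4 libraries, a count added after that result, the real split gave 71 and the highest other 19. That is 1 of the 35 splits, the fewest possible. Since this count was chosen after the planned one, it does not by itself exclude chance. A difference in depth as the only cause would put the strongest NaOCl regions among those bound in the mock condition. Only 4 of the 18 best-ranked NaOCl regions were bound there (2.95 expected at random). This count could be foreseen from the ranks already seen, so it is no independent test. Of these 18 regions, 9 had no peak in any mock library, against 75 of all 110 NaOCl regions, which is the direction that depth predicts. Depth as the only cause is argued against by 11 of the 75 regions without a mock peak. They ranked in all 4 NaOCl lists above the best rank of at least 9 of the 18 shared regions. Over all regions, however, the shared ones had the better mean rank, 40.4 ± 28.4 (SD, n = 18) against 61.4 ± 33.1 (SD, n = 92) for those in NaOCl only (two-sided permutation p = 0.0140), which is the direction that depth predicts, so a part from depth stays open, as does hypochlorite itself, the condition that the design names.

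Mock replicate 2 held 63 peaks, far from the other mock libraries, with 54 on the main chromosome, 8 on pHV4 and 1 on pHV3, and its peaks covered 27800 bp. Chance singles out about 1 in 20 groups by this measure, 13 groups were examined, and the 5 values are not independent, since all follow from the number of its peaks. It held 18.5% of the NaOCl-only regions against 77.2% in NaOCl replicate 1, but this cannot decide whether it is a NaOCl library under the mock label. NaOCl replicate 1 helped to define these regions. All 24 mock regions had a peak in mock replicate 2, which left too few of its 63 peaks for a share as large. That all its extra peaks lay at random positions is argued against, as 15 of its 37 extra regions overlapped a NaOCl region (one-sided permutation p = 0.0001, the smallest the draws can give). A part at random positions stays open. Of the 37, 30 (81.1%) lay in coding sequences, near the 84.9% of randomly placed mock regions. DNA of NaOCl-treated cells mixed into the library may account for part of the pattern, since the NaOCl-only regions found in it had a mean rank of 48.4 and the others of 64.3 (one-sided permutation p = 0.0384), but not for the 17 extra regions that had a peak in no NaOCl library. A deeper or better enriched library and a difference between the colonies were not tested and stay open.

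NaOCl replicate 1 held 16 peaks on pHV1, far from the 4, 4 and 5 of the other NaOCl libraries. All 11 of its single-library regions lay on pHV1, where placement by replicon length gives a mean of 0.224 and at most 3 (one-sided permutation p = 0.0001, the smallest the draws can give). The 16 peaks on pHV1 that flagged this library, of which 5 were shared, all but fixed this outcome. The test thus restates them and is not separate evidence against a spread over the genome by length. A raised level of pHV1 in this library stays open, since neither of the 2 tests of it decides. The first asked for lower scores than those of its other peaks (median of 1272 against 1077 for the list, one-sided permutation p = 0.882), but a raised level can also raise the scores, and the second asked for a smaller spread of scores than in random draws (one-sided permutation p = 0.0001, the smallest the draws can give), but was chosen when the ranks of 26 to 45, which fix a small spread, were known. Inputs, which would show the level of pHV1, were not analysed here, and no biological explanation was tested.

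Data set S1 does not list 5 regions that were bound in NaOCl and had no peak in H26 or in any mock library. On the main chromosome, 1629200 to 1629599 (within HVO_1760) had a peak in 4 NaOCl libraries, 1652000 to 1652599 (HVO_1787) in 3 and 2573400 to 2573799 (HVO_2727) in 3. On the plasmids, pHV1 84400 to 84999, past the last annotated gene, had a peak in 4 NaOCl libraries and a mean rank of 17.3, and pHV3 46000 to 46399, between HVO_B0040 and HVO_B0041, had a peak in 3.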

How the results depend on the processing

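Other settings gave 215 values, 51 of them from alternatives added after the data were seen. Of the 215, 200 kept their direction and their side of the threshold, or stayed within the limit for a count. No tested difference turned its direction. Some of the 200 could not move, since leaving out a library of one condition cannot alter a value that rests on the other alone. The 110 NaOCl regions without any one mock library are an example, so the 200 overstate how much was tested. Over bases covered by at least 3 libraries, the mean region width went from 667 to 433 bp for mock and from 640 to 502 bp for NaOCl, which turns the order of the conditions; this difference was not tested. With the replicate block, an exact paired test whose smallest p for 4 pairs is 0.125, the differences between NaOCl and mock stayed at 94.5 peaks and 48950 bp covered, and both p-values were 0.125, as the design fixes. Correlations between same-numbered libraries ran from -0.0561 to 0.0835, and not every library correlated best with its own number. These values cannot show whether such libraries share a colony, so the pairing stays open. Keeping only peaks at or above the median score of their list gave 12 mock regions, 58 NaOCl regions, 47 in NaOCl only, 11 in both and 1 in mock only, since this setting removes peaks. Asking for absence from every NaOCl library left 3 mock-only regions. The share of mock regions in coding sequences passed 0.05 without mock replicate 4 (68.0%, permutation p = 0.0476; the range over left-out libraries is 68.0% to 72.0%) and, in an added alternative, when random places within any annotated gene were counted (70.8%, permutation p = 0.0492); the cause was not tested. Among added alternatives for intergenic regions, a shared 1 bp gave 91 in NaOCl only, 19 in both and 5 in mock only, those listed in Data set S1 numbered 36, 8 and 1, and those with peaks of 3 libraries over the intergenic part itself 53, 11 and 2. Without mock replicate 2 the difference in peaks was the largest of those with a library left out, 104 (lowest 87.8). The tests of the CG-rich motif and of gene list enrichment, with their backgrounds, were not run, as no genome sequence, strand or full set of product names was used. Depth is unknown and limits all counts of peaks.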

Differences from the paper's values

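In these comparisons, the alternatives for intergenic sites and the counts for the arCOG share were chosen after the values were seen, and the alternatives for the number of sites were set before.

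The paper gives 7 intergenic sites bound irrespective of the treatment, and 12 were counted here, from intergenic regions that share at least 100 bp with a bound region. No alternative set before the data were examined covers this count. Among those chosen after the values were seen, asking for a peak in 4 of 4 libraries (10), leaving out mock replicate 2 (10) and keeping only regions listed in Data set S1 (8) fall within 1.5 times the paper's value, and all others that were run, from 11 to 19, do not. Of the 7 intergenic regions that Data set S1 lists in both conditions, asking for 4 of 4 libraries drops 1 (HVO_1342), leaving out mock replicate 2 drops 0, and the restriction to Data set S1 drops 1 (HVO_0198, whose listed borders span another annotated gene). Without these alternatives, all 7 were bound in both conditions here.

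The paper gives 44% of the encoded proteins in the arCOG group of unknown function, and 18.6% were found here over the 43 listed genes that lie next to or over a region bound in NaOCl. No alternative was set for this share before the data were examined. Over the 202 entries of the list in Data set S1, a count chosen after the values were seen that drops none of them, the share is 44.6%, and over its 80 distinct genes it is 37.5%.

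For the number of sites, 24 and 110 regions were found here, beside 29 and 130 of the paper. Data set S1 lists 29 and 130 entries of a peak with a feature, from 24 and 104 peaks. The like measure beside the regions found here is therefore the 24 and 104 peaks. Of the alternatives set before the data were examined, 2 differ from the paper's 29 and 130 by more than 1.5 times. They are asking for all 4 libraries (18 and 85) and keeping only peaks at or above the median score of their list (12 and 58). A peak in at least 2 of 4 libraries gave 130 regions for NaOCl and 26 for mock, but the paper's 130 are entries, so the equal number does not match like with like.

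The paper's list places the region of HVO_2984 among those bound in NaOCl only, and it had a peak here in 4 libraries of each condition. The paper places the region of HVO_0582 among those detected only without hypochlorite. It had a peak here in 4 mock libraries and in 3 NaOCl libraries, while HVO_0438 and the region between HVO_2621A and HVO_2622 were bound in mock only, as in the paper's list. The paper describes more than 1 site 5′ of each of 6 operons, and each library held at most 1 peak over each of these 5′ regions here, with 47 peaks in all. Data set S1 lists 1 such region for each of the 6, entered in both conditions with the same borders. It enters no other 5′ intergenic region in both conditions.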

Other observations

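Of the tests in this part, that of coding shares was set before the data were examined; those of rank by place and of the arCOG list were chosen after the results were seen.

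Among the lists of gene functions set before the data were examined, proteins of unknown function were the most frequent among the loci whose 5′ intergenic region is listed in Data set S1. All 13 of these loci were bound in NaOCl and 2 of them in mock (HVO_0198 and HVO_1043). Ribosomal protein genes had 2 loci, HVO_0115 (L39e), bound in NaOCl only, and HVO_2758 (L11), bound in both conditions. Transcription factors also had 2 loci, HVO_0582 and HVO_A0137. Iron-sulfur proteins (HVO_2995, a ferredoxin), DNA repair (HVO_1018), lipid metabolism (HVO_0680) and glycosylation (HVO_1522, AglP) had 1 locus each, all bound in NaOCl only. Membrane transport and transposases had 0 loci with such a region. Among loci listed there for a peak within the gene, membrane transport and transcription factors had 7 each, lipid metabolism 5, ribosomal proteins and DNA repair 3 each, glycosylation 1 and iron-sulfur proteins and transposases 0, and all of these overlapped a region bound in NaOCl. Regions bound in mock overlapped 2 of these transcription factor loci and 1 each of membrane transport and ribosomal proteins. Of 23 loci of unknown function, 20 overlapped a region bound in NaOCl and 7 one bound in mock. One locus of the intergenic entries, HVO_1018, counts in the lists of both DNA repair and unknown function. The study chose which loci to list from these libraries, so these counts describe that list and are not independent evidence of a theme.

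The strongest mock regions included several with their midpoint in genes that the paper's text does not discuss. The region at HVO_0733 ranked 1.25 on average in the mock lists and was also bound in all 4 NaOCl libraries. Those at HVO_A0170 on pHV4 (171200 to 172199), HVO_0058, a peptide ABC transporter gene (56800 to 57399), and HVO_2238 (2098800 to 2100199) had mean mock ranks from 3.50 to 7.25 and were bound in all 4 libraries of both conditions. No peak was found in any of the 10 libraries at HVO_1360 or in the gaps on either side of it.

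As a hypothesis, regions gained in NaOCl might lie in coding sequences more often than those shared with the mock condition. The shares were 56.5% of 92 and 61.1% of 18, and Fisher's exact test did not separate them (two-sided p = 0.798), which leaves the question open. Another hypothesis was that regions outside coding sequences rank higher by score. Mean ranks were 59.3 ± 36.8 (SD, n = 47) outside and 56.9 ± 30.5 (SD, n = 63) within coding sequences, and the permutation test did not separate them either (two-sided p = 0.700).

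In the gene list by arCOG of Data set S1, all 43 genes listed with an older locus tag lay next to or over a region bound in NaOCl, and 0 of the 37 genes listed without one did (Fisher's exact test, two-sided p = 1.16e-23). The smallest distance among the 37 was 993 bp, and 2 of them lie on pHV2, which the strains lack by Table S2 and where no region could be bound; without these 2, Fisher's exact test gave a two-sided p of 5.51e-23. Of the 37, 22 belong to the group of unknown function, and 21 of the 37 have an older tag in the RefSeq gene table although the list gives none. A candidate explanation is that genes listed without an older tag entered the list by a match on the empty tag and not by their place. The table of bound sites holds 2 intergenic NaOCl entries without a locus tag.

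The width column of Data set S1 has a mean of 707 bp over 159 entries, and in all 159 it equals the end minus the start plus 1 of the entry. In 92 of 100 entries within genes these are the borders of the gene, and in 51 of 59 intergenic entries those of the gap between annotated genes.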
